# Reprogramming mouse fibroblasts into engraftable myeloerythroid and lymphoid progenitors

**DOI:** 10.1038/ncomms13396

**Published:** 2016-11-21

**Authors:** Hui Cheng, Heather Yin-Kuan Ang, Chadi A. EL Farran, Pin Li, Hai Tong Fang, Tong Ming Liu, Say Li Kong, Michael Lingzi Chin, Wei Yin Ling, Edwin Kok Hao Lim, Hu Li, Tara Huber, Kyle M. Loh, Yuin-Han Loh, Bing Lim

## Abstract

Recent efforts have attempted to convert non-blood cells into hematopoietic stem cells (HSCs) with the goal of generating blood lineages *de novo*. Here we show that hematopoietic transcription factors *Scl*, *Lmo2*, *Runx1* and *Bmi1* can convert a developmentally distant lineage (fibroblasts) into ‘induced hematopoietic progenitors' (iHPs). Functionally, iHPs generate acetylcholinesterase^+^ megakaryocytes and phagocytic myeloid cells *in vitro* and can also engraft immunodeficient mice, generating myeloerythoid and B-lymphoid cells for up to 4 months *in vivo*. Molecularly, iHPs transcriptionally resemble native Kit^+^ hematopoietic progenitors. Mechanistically, reprogramming factor Lmo2 implements a hematopoietic programme in fibroblasts by rapidly binding to and upregulating the *Hhex* and *Gfi1* genes within days. Moreover the reprogramming transcription factors also require extracellular BMP and MEK signalling to cooperatively effectuate reprogramming. Thus, the transcription factors that orchestrate embryonic hematopoiesis can artificially reconstitute this programme in developmentally distant fibroblasts, converting them into engraftable blood progenitors.

## Abstract (web summary)

Direct reprogramming of closely-related lineages can generate hematopoietic stem cells. Here, the authors show hematopoietic transcription factors Scl, Lmo2, Runx1 and Bmi1 can reprogram fibroblasts into induced hematopoietic progenitors (iHPs), which are engraftable blood progenitors.

It is generally accepted that cellular identities are endowed by combinations of transcriptional regulators. Recent reports have shown that substitution of transcriptional regulators of one cell type with another's can rewrite cellular identity, thereby directly reprogramming one cell type into another^1^,^2^,^3^. Apart from the generation of induced pluripotent stem (iPS) cells from fibroblasts^4^, fibroblasts have also been directly reprogrammed into several ‘induced' lineages, such as cardiomyocytes, neurons and hepatocytes^5^,^6^,^7^,^8^.

Blood-forming hematopoietic stem cells (HSC) are amongst the most clinically-used adult stem cells. However, their use in the clinic is partially limited by the availability of matched bone marrow (BM) donors and the low frequency of stem cells in stored cord blood. Therefore alternative sources of HSCs are desirable. To this end, recent efforts have focused on directly converting various cell types into HSCs by overexpressing key hematopoietic transcription factors^9^.

Decades of research have revealed key transcription factors that are responsible for the specification, maturation and proliferation of HSCs during developmental ontogeny. In vertebrate embryos, transcription factors Scl, Lmo2 and Runx1 are required for the initial specification of HSCs from the mesoderm germ layer, presumably via a ‘hemogenic endothelium' intermediate^10^,^11^. Scl is one of the earliest-acting regulators of HSC specification and is critical for hemogenic endothelium specification, and Lmo2 normally acts as a bridge cofactor to Scl, whereas separately, core-binding factor Runx1 participates in a distinct transcriptional complex^11^,^12^,^13^,^14^,^15^,^16^. After their developmental specification, foetal and neonatal HSC self-renew due to the action of Sox17 (ref. 17). Subsequently in adulthood, Bmi1 (and potentially, Hoxb4) appear to regulate adult HSC self-renewal^18^,^19^. In sum, the implementation and perpetuation of the HSC programme is directed by an ordered series of transcription factors during both embryogenesis and adulthood.

Recently, it was reported that overexpression of a combination of transcription factors (HOXA9, ERG, RORA, MYB and SOX4) could drive human embryonic stem cell (ESC)-derived progeny into myeloerythroid progenitors that could engraft *in vivo*^20^. However, because these cells lacked robust lymphoid competence^20^, they seemingly corresponded to myeloerythroid precursors, not fully multipotent HSCs. More recently, differentiated mouse blood cells (for example, pro-B cells or granulocytes/monocytes) were ‘de-differentiated' into multipotent HSCs by a combination of eight transcription factors (Runx1t1, Hlf, Lmo2, Prdm5, Pbx1, Zfp37, Mycn and Meis1)^21^. Separately, FOSB, GFI1, RUNX1 and SPI1 were shown to reprogram human endothelial cells into engraftable hematopoietic multipotent progenitors (MPPs)^22^. While these were striking outcomes, differentiated blood progeny and endothelial cells already bear a close developmental affiliation with the HSC lineage. Thus, it was unclear whether these combinations of factors would suffice to enkindle a hematopoietic programme in completely unrelated cells such as fibroblasts.

Overexpression of Scl and Lmo2 sufficed to convert mouse fibroblasts into cells that could form hematopoietic colonies *in vitro*; however, the exact nature of these cells was not defined^23^. An expanded cocktail of transcription factors (Scl, Lmo2, Gata2, Runx1c and Erg) reportedly reprogrammed mouse fibroblasts into transiently-engrafting precursors that could generate myeloerythroid and lymphoid cells *in vitro* but exclusively generated TER119^+^ erythroid cells *in vivo* for a maximum of 2 weeks^24^. Finally, a partially-related cocktail of transcription factors (Gata2, Gfi1b, cFos and Etv6) successfully converted mouse fibroblasts into a hemogenic endothelium-like intermediate that could subsequently mature into colony-forming blood progenitors *in vitro*^25^; however, whether these cells could engraft *in vivo* remained unclear.

Collectively, HSCs can currently be generated from the direct reprogramming of closely-related lineages (either endothelial cells or more differentiated blood lineages)^21^,^22^, though the reconstitution of the HSC programme in developmentally distant lineages (for example, fibroblasts) has remained elusive. Given that current reprogramming regimens yield transiently-engrafting erythroid precursors from fibroblasts^24^, not multipotent hematopoietic stem/progenitor cells, this piques the question of what additional molecular machinery might endow the additional characteristic of prolonged *in vivo* self-renewal. Our efforts to this end have led to the identification of four hematopoietic transcriptional regulators (Scl, Lmo2, Runx1 and Bmi1 or alternatively, Scl, Lmo2, Runx1 and HoxB4) that can directly convert mouse fibroblasts into oligopotent hematopoietic progenitors. These reprogrammed hematopoietic progenitors have myeloid, erythroid and megakaryocyte differentiation potential *in vitro* and are capable of generating myeloid and B-lymphoid cells *in vivo* for up to 4 months in primary recipients. Furthermore, we examined mechanistic changes during such transdifferentiation to provide insight into how a completely non-hematopoietic programme may be reshaped into a hematopoietic phenotype. Reprogramming factor Lmo2 instills a hematopoietic programme within fibroblasts by binding to and upregulating the expression of critical hematopoietic factors (*Gfi1* and *Hhex*).

## Results

### Reprogramming fibroblasts to oligopotent blood progenitors

In an effort to reprogram mouse embryonic fibroblasts (MEFs) into hematopoietic progenitors, we employed a reprogramming cocktail that included hematopoietic transcription factors with roles in either HSC specification or self-renewal. We started with a pool of seven well-characterized factors (henceforth, ‘7F'), namely *Scl* (S), *Lmo2* (L), *Runx1* (R), *HoxB4* (H), *Bmi1* (B), *Gfi1* (G1) and *Gata2* (G2)^26^,^27^ in *p53*^−/−^ MEFs, given indications that *p53*^−/−^ MEFs are more easily reprogrammed into iPSCs^28^ or blood progenitors^24^. Fibroblasts that were depleted of hematopoietic cells (Fig. 1a) were co-infected with the combination of seven hematopoietic factors and then seeded on inactivated OP9 feeder cells^29^ (Fig. 1a). 14–16 days post infection (dpi), small clusters of round cells could be distinguished from the flat fibroblasts (Supplementary Fig. 1a). By day 24, clear ‘cobblestone areas' were observed (Supplementary Fig. 1a), bearing resemblance to cobblestone area-forming units previously described for hematopoietic stem/progenitor cells^30^. Within another week, rounded cells were released from the cobblestone areas in large numbers into the medium. These cobblestone colonies contained cells expressing hematopoietic stem/progenitor markers Kit and CD41 (refs 31, 32; Supplementary Fig. 1a). Suspension cells showed characteristics of hematopoietic cells by FACS and morphological analyses (Supplementary Fig. 1b).

Fibroblasts, not residual endothelium^22^, were the starting cell type that was reprogrammed into hematopoietic cells. MEFs that were FACS depleted of CD31^+^ endothelial cells, or ear fibroblast cultures (which were totally devoid of CD31^+^ endothelial cells; Supplementary Fig. 2a), could both be reprogrammed into cobblestone-forming areas that released Kit^+^/CD41^+^ cells into suspension by 27 dpi (Supplementary Fig. 2a). In addition, there are no differences in the frequency of hematopoietic colonies (including clusters of round cells and cobblestone colonies) between CD31-depleted and CD31-undepleted MEFs (Supplementary Fig. 2a,b). These observations affirmed that hematopoietic cells could be induced from a developmentally distant lineage (fibroblasts) and that they did not emerge from residual endothelial cells.

Moreover wild-type fibroblasts (wild type for *p53*) could also be converted into hematopoietic cells; hence such reprogramming did not rely on *p53* deficiency. The 7F factors were overexpressed in wild-type MEFs, using constructs in which the transgenes were constitutively (pMX) or inducibly (FuW-TetO) expressed. Similarly to what was seen in a *p53*^−/−^ background, by 24 dpi clear ‘cobblestone areas' and rounded cells were induced by 7F in wild-type MEFs (Fig. 1b). These 7F-induced rounded cells were able to give rise to myeloid colonies in methylcellulose-based colony-forming cell (CFU-C) assays (Fig. 1c,d). Though slightly-red BFU/CFU-E (erythroid) colonies were observed when 7F were constitutively expressed (pMX vector; not shown), if transgene expression was discontinued at the start of the CFU assay (by withdrawing doxycycline at the beginning of the CFU assay; FuW-TetO vector), visibly red CFU-GEMM or BFU/CFU-E emerged (Fig. 1c,d). This suggests that continued transgene expression can impair erythroid differentiation *in vitro*. Finally, though induced hematopoietic cell reprogramming was fully successful in wild-type cells, suppression of *p53* led to a ∼10-fold enhancement in efficiency as shown by overexpression of a dominant-negative *p53* construct (p53DD)^33^ (Supplementary Fig. 2c).

In sum, wild-type MEFs could be reprogrammed into hematopoietic cells with progenitor characteristics that could form both ‘cobblestone' areas and CFU colonies. We refer to these cells as induced hematopoietic progenitors (iHP), and further interrogated the prerequisites for their generation.

### *HoxB4* or *Bmi1* enhances iHP induction atop *Scl* and *Lmo2*

To determine which of the seven factors were crucial for generating iHPs, we evaluated the effect of omitting one gene at a time in a *p53*^−/−^ background. Strikingly, the exclusion of either Scl (S) or Lmo2 (L) completely abrogated the generation of any iHP cells. Individually removing other factors did not block the appearance of cobblestones or Kit^+^ cells (Supplementary Fig. 1c). Furthermore, all 7F iHP-derived CFU colonies examined contained integration of the S and L transgenes (Supplementary Fig. 2d), further indicating that both S and L are absolutely necessary for iHP reprogramming.

Accordingly, in wild-type MEFs, S and L together sufficed to generate ‘cobblestone areas' that released Kit^+^ hematopoietic progenitors into the suspension, corroborating that S and L are sufficient to reprogram fibroblasts into hematopoietic CFUs^23^,^24^ (Fig. 1e, Supplementary Fig. 2e). Atop the rudimentary background of S and L, the further inclusion of *HoxB4* (H) or *Bmi1* (B) or together with *Runx1* (R) led to a ∼10-fold increase in the frequency of Kit^+^ cells in suspension (Fig. 1e, Supplementary Fig. 2e).

### Kit^+^ cells are enriched for iHP progenitor activity

Expressing this optimized quartet of *Scl*, *Lmo2*, *Runx1* and *Hoxb4* using a doxycycline-inducible construct also generated iHPs (SLHR-iHPs wherein factors S, L, H, R were singly delivered in individual vectors) that harboured the ability to form CFU-GEMM as evinced by *in vitro* CFU-C assays (Fig. 1f–g) and CFU-mix colonies within *in vitro* collagen-based CFU-Mk assays in the presence of dox (Supplementary Fig. 2g).

Given that surface markers Kit and CD41 enrich for colony-forming progenitors in embryonic hematopoiesis^34^, we assessed the *in vitro* colony-forming activity of four cell populations (Kit^+^CD41^−^, Kit^+^CD41^+^, Kit^−^CD41^+^, Kit^−^CD41^−^) sorted from SLHR-iHP cultures (Supplementary Fig. 2f). Kit^−^CD41^−^ cells only contained limited myeloid progenitor potential, while multipotent and committed progenitors were enriched in the Kit^+^ fraction (either CD41^−^ or CD41^+^; Fig. 2g). Similarly in the collagen-based CFU-Mk assay, Kit^+^CD41^+^ progenitors could form CFU-mix containing both myeloid lineages (G/M) and megakaryocytes (Mk or Meg). By contrast, the Kit^−^CD41^+^ fraction harboured more committed megakaryocyte progenitor activity (Supplementary Fig. 2g). Collectively this demonstrates that oligopotent myeloerythroid progenitor activity is contained within Kit^+^ iHPs.

The myeloerythroid progeny of SLHR-iHPs displayed characteristics of mature, differentiated cells. In CFU assays, visibly red colonies were derived from SLHR-iHPs (evincing their production of haemoglobin; Fig.1f, h) and moreover these colonies expressed definitive ‘adult-type' haemoglobin genes (for example, β-globin), over foetal (βH1) or embryonic (ɛ-globin) genes (Fig. 1h). This was striking, considering that ESC-derived erythroid cells typically display a more immature (foetal/embryonic) globin pattern. Furthermore, SLHR-iHPs produced megakaryocyte-containing colonies that were strongly reactive for acetylcholinesterase (Fig. 1i), which is a marker of more mature megakaryocytes. In addition, SLHR-iHP-derived CD11b^+^ and Gr-1^+^ cells (corresponding to granulocytes and/or monocytes) could phagocytose fluorescently-labelled latex beads, but iHP-derived Kit^+^ cells failed to do so (Fig. 1i, Supplementary Fig. 2h). Therefore, SLHR-iHP myeloerythroid derivatives displayed mature functionalities consistent with their surface marker identities, providing evidence that iHPs harbour myeloerythroid potential.

### *Runx1* is critical to generate iHPs that form CFU-S

iHP also engrafted *in vivo*, and upon transplantation into irradiated mice generated Colony-Forming Units in the Spleen (CFU-S)—a short-term quantitative *in vivo* assay for hematopoietic stem and progenitor cells^35^. To this end, we used constitutively-active pMX vectors to reprogram constitutively tdTomato-expressing MEFs (wild type for *p53*) and transplanted the resultant iHPs into irradiated SCID and C57BL/6 recipients, allowing us to trace their *in vivo* contribution to tdTomato^+^ progeny. SL-iHPs formed a diffuse distribution of tdTomato^+^ CFU-S nodules in the spleen (SP). However, the inclusion of Runx1 (R) and Hoxb4 (H) during reprogramming instilled SLHR-iHPs with a quantitatively 4-fold greater ability to form CFU-S (Fig. 2a–c). In addition, SLHR-iHPs formed CFU-S nodules that were larger than the ones derived from SL, SLB or SLH-iHPs (Fig. 2b, Supplementary Fig. 3a,b), indicating the importance of R and H in enhancing *in vivo* engraftment. CFU-S activity was enriched five-fold in the Kit^+^ fraction of SLHR-iHP cells (Fig. 2a), consistent with the notion that iHP progenitor activity is enriched in the Kit^+^ population.

The use of an ‘all-in-one' polycistronic construct carrying three of the four factors (‘SLR': S, L and R linked together by 2A sequences) further increased the CFU-S efficiency of SLRH-iHPs by 2-fold as compared with SLHR-iHPs wherein each of the four factors was individually delivered (Fig. 2c). SLRB-iHPs (where polycistronic SLR was used, *Bmi1* in a separate construct was used in lieu of *HoxB4*) also harboured robust CFU-S activity *in vivo* (Fig. 2b,c). Altogether, though S and L are minimally sufficient to generate iHPs, the ability of such progenitors to form CFU-S *in vivo* is augmented by the inclusion of R and either B or H.

In iHP-transplanted mice that were killed at early timepoints (12–14 days post-transplant [dpt]), iHP-derived tdTomato^+^ cells also contributed to the BM and the peripheral blood (PB; Fig. 2d, Supplementary Fig. 3c,d). The majority of tdTomato^+^ cells were TER119^+^ erythroid cells or CD45^+^/Gr-1^+^/CD11b^+^ which were myeloid cells (CD11b^+^Gr1^low/−^ or CD11b^+^Gr1^high^). A very small population of CD61^+/low^/CD41^+^ putative megakaryocytes was also detected. Finally, B220^+^CD19^+^ B lineage cells were low but detectable in SLRB-iHP injected mice at this early stage (Fig. 2e, Supplementary Fig. 3e).

### SLRB-iHPs engraft for up to 4 months *in vivo*

The *sine qua non* of hematopoietic stem/progenitor cells is their ability to reconstitute myeloerythroid and lymphoid lineages in irradiated mice. Since *in vitro* (Fig. 1) and *in vivo* (CFU-S; Fig. 2) assays indicated that SLRB- and SLRH-iHPs harboured hematopoietic progenitor activity, we sought to determine whether iHP cells (wild type for *p53*) were indeed capable of long-term repopulation of the hematopoietic system in an irradiated mouse.

Upon transplantation into irradiated NOD-SCID (NS) mice, both SLRH-iHP and SLRB-iHP (in which transgenes were constitutively expressed) contributed to all hematopoietic organs—PB (Fig. 3a,b, Supplementary Fig. 4a), SP (Fig. 3a, c, Supplementary Fig. 4a) and BM (Supplementary Figs. 4a and 5a–c)—for up to 16 weeks. SLRB-iHPs were significantly more robust at PB reconstitution at 5 weeks post-transplant (wpt) and 16 wpt by comparison with SLRH-iHP (Fig. 3a,b, Supplementary Fig. 4a). In contrast, SLRH-iHP showed higher BM engraftment at 16 wpt than SLRB-iHP (Supplementary Fig. 5a–c).

Examination of donor cell contribution in SP, PB and BM at 5wpt and 16 wpt revealed SLRB-iHPs differentiated into CD45^+^/CD11b^+^/Gr1^+^/F4/80^+^ myeloid cells, CD45^+^/B220^+^/CD19^+^ B-lymphoid cells as well as Ter119^+^ erythroid cells *in vivo*. CD41^+^ or CD61^+/low^ megakaryocytes were predominately detected in the SP instead of BM at 5 wpt (Fig. 3d,e, Supplementary Fig. 4b–d), as previously noted after HSC transplantation into irradiated mice^36^. SLRH-iHPs contributed to multiple lineages at 5 wpt, but mainly contributed only to Ter119^+^ erythroid cells and CD41^+^/CD42d^+^ megakaryocytes at 16 wpt (Fig. 3d, Supplementary Figs 4b–d and 5d). Hence, the inclusion of *Bmi1* (B) is instrumental to endow iHPs with more robust *in vivo* reconstitution potential and the capacity to differentiate into B-lymphoid cells, potentially paralleling the known role of *Bmi1* in HSC/progenitor self-renewal^18^,^37^,^38^.

To further test the authenticity of iHP-derived B-lymphoid cells (wild type for *p53*), we assessed at their ability to undergo DNA recombination at the *IgH* and *IgL* gene loci (known as V(D)J recombination) at the 16 wpt timepoint. Recombination events were detected in iHP-derived B cells at either the heavy chain or kappa chain genes at single-cell level (Fig. 4, Supplementary Fig. 10). When genotyped, all the donor single cells were homozygous for the tdTomato knock-in and integrations of both *SLR* (polycistronic) and *Bmi1* transgenes were detected in the genome, confirming that they were indeed derived from iHP cells (Fig. 4, Supplementary Fig. 10).

Furthermore, CFC assay of total BM cells from 16 wpt mice originally engrafted with SLRB-iHPs or SLRH-iHPs indicated that even at this late timepoint, there were donor cells that still retained hematopoietic progenitor activity (Supplementary Fig. 5e,f). However, iHPs were not significantly detected in the PB at 5wpt after secondary transplantation (not shown). Indeed, BM-derived self-renewing lineage-restricted progenitors and MPPs contribute to multilineage reconstitution in primary recipients but not after serial transplantation^39^, and hence iHPs might broadly approximate either of these lineages. Though the exact endogenous BM counterpart to iHP remains unclear, we exploited this hematopoietic reprogramming system to uncover molecular mechanisms by which a hematopoietic phenotype may be imposed on a developmentally-distal lineage; namely, fibroblasts.

### Transcriptional and genomic analysis of iHP reprogramming

To evaluate the ordered series of molecular events driving fibroblasts to a hematopoietic fate, we performed microarray transcriptome analysis of tdTomato^+^ fibroblasts (MEFs), intermediate populations undergoing SLHR reprogramming (4 dpi and 14 dpi), reprogrammed 26 dpi iHPs (CD45^+^ or Kit^+^) and finally BM (CD45^+^ or Kit^+^) cells as a positive control (Fig. 5a). 

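Lmo2 binding was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in tdTomato+ MEFs infected with SLHR, with each factor in its own pMX vector, and harvested at 4 dpi. Cells were crosslinked with 1% formaldehyde for 10 min, and 5 µg of an antibody raised against human LMO2 was used. The data comprise 1 Lmo2 library, called against 1 input library of the same infected cells, so no replicate was available and no difference between conditions could be tested. Intervals given with shares of peaks therefore cover counting error only. The authors mapped the paired-end reads to mm9 with STAR, kept reads with a single locus, and called peaks with HOMER. The deposited peak list was made from 15581529 Lmo2 tags, and its values use that total. The paper's reported number of uniquely mapped reads (Supplementary Fig. 6d) is 15735516. The tag total of the input is not given. At a false discovery rate of 0.001 the threshold was 13 unscaled tags, counted before normalization. Peaks also had to exceed the input and the surrounding 10000 bp by 4-fold. Of 8846 putative peaks, 1841 failed against the input, 108 against the local background and 29 as clonal, which left 6868 peaks of equal width. These peaks held 0.938% of all tags. The tag count of a peak is the authors' value per 10000000 tags, and it had a median of 10.9 (quartiles 8.98 and 14.1, range 6.74 to 498). Tag counts and tag limits of Lmo2 peaks below use this value, except where unscaled tags are named. The fold over input, also the authors' value, had a median of 10.5. The input tags of a peak had a median of 2 and a lowest value of 0.5, so the highest folds rest on very few input tags. The 6864 peaks on assembled chromosomes were then placed on the GENCODE models of 22442 protein-coding genes of the same assembly, and a gene was called Lmo2-bound by the paper's rule, with at least 1 peak between 35 kb upstream of its transcription start site (TSS) and its end.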

We also profiled the genome-wide binding of transcription factor Lmo2 at an incipient stage of SLHR reprogramming (namely, 4 dpi; Fig. 5a).

Expression profiling revealed that iHPs (CD45^+^ or Kit^+^) clustered closely with adult BM CD45^+^ and Kit^+^ cells, while D0 fibroblasts (0 dpi) and D4 (4 dpi) cells clustered away from other cells (Fig. 5b, Supplementary Fig. 6a,b). When HPSCs of various embryonic stages (taken from a published dataset^40^) were included in the clustering analysis, our iHPs also cluster closely with Kit^+^CD34^mid^CD45^+^ placental HSPCs and Lin^−^Sca1^+^Kit^+^ foetal liver HSPCs (Fig. 5b), affirming the hematopoietic progenitor identity of our iHP cells. To examine the transcriptional timecourse through which such hematopoietic reprogramming occurred, we employed Gene Expression Dynamic Inspection (GEDI)^41^ and indeed found that pronounced transcriptional changes began to occur at 14 dpi (Fig. 5c),

Mechanistically, the hematopoietic reprogramming factors should implement a hematopoietic identity in fibroblasts by binding to and either activating (or repressing) a suite of target genes within chromatin. Therefore we assayed the genome-wide binding of transcription factor Lmo2, given the primacy of Lmo2 in driving iHP reprogramming, and its known role as a bridging molecule assembling a multi-member hematopoietic transcription factor complex^16^,^42^. Indeed analysis of Lmo2-bound chromatin at 4 dpi revealed that such DNA was also enriched for motifs recognized by other hematopoietic transcription factors (for example, Runx, Scl and Gata factors; Fig. 5d, Supplementary Fig. 6c,d), similar to the situation seen for Lmo2 in hematopoietic progenitor cells^42^.

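Lmo2 peaks carried the Runx core motif, bound by Runx1 and its paralogs, in 42.8% of cases (95% exact interval 41.7 to 44.0%), against 16.1% of windows 2 kb away from the same peaks. The E-box CAGMTG, which Scl binds together with E proteins such as Tcf3, was found in 47.5% of peaks (46.4 to 48.7%) and 22.7% of flanking windows. Either the Runx motif or this E-box was present in 68.1% of the peaks. The Gata core motif occurred in 33.4% of peaks and 32.1% of flanking windows. The composite site of an E-box followed by GATA, which is bound by complexes of Scl, Lmo2 and Gata factors in blood cells, was present in 157 peaks (2.29%, 1.95 to 2.67%) and 0.437% of flanking windows.

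Windows of 200 bp around 6864 peak centres and 13728 flanking windows were searched on both strands for 11 fixed motifs, and shares were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment. The odds ratio was 3.89 for Runx, with a p below the smallest number the test returned, 3.08 for the Scl E-box (adjusted p = 2.28e-280 by Fisher's exact test) and 5.33 for the composite site (adjusted p = 1.39e-31 by the same Fisher's exact test). For Gata the odds ratio was 1.06 (adjusted p = 0.0664 by Fisher's exact test). Peaks with more tags carried more of these motifs. Of the 1716 peaks with the highest tag counts, 58.8% held the Scl E-box, 47.5% the Runx motif and 41.7% the Gata motif, against 39.4%, 40.0% and 28.6% of the 1716 with the lowest. Of the peaks within 1 kb of a TSS, 19.8% held the Runx motif, 21.8% the Scl E-box and 9.87% the Gata motif, whereas 48.1%, 53.4% and 38.8% of the peaks farther away did.

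The Gata result depended on the windows compared: it was an enrichment with an odds ratio of 1.63 against windows matched on GC content (adjusted p = 7.07e-37 by Fisher's exact test) and of 1.46 in 100 bp windows (adjusted p = 2.69e-24 by Fisher's exact test). Among peaks within 1 kb of a TSS, Gata was depleted against flanking windows (odds ratio 0.255, adjusted p = 1.34e-47 by Fisher's exact test). Neither the Scl E-box (0.989, adjusted p = 0.991 by Fisher's exact test) nor the composite site (1.17, adjusted p = 0.988 by Fisher's exact test) was enriched. The odds ratio of Runx fell there to 1.22 (adjusted p = 0.0351 by Fisher's exact test). Against windows matched on GC content, a comparison added after the data had been seen, Gata in these same peaks was enriched instead (odds ratio 1.40). The Scl E-box then had an odds ratio of 1.21 and did not pass the threshold. The sequences of peaks had a mean GC content of 52.5% and those of flanking windows 44.7%.

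**Figure D1:**
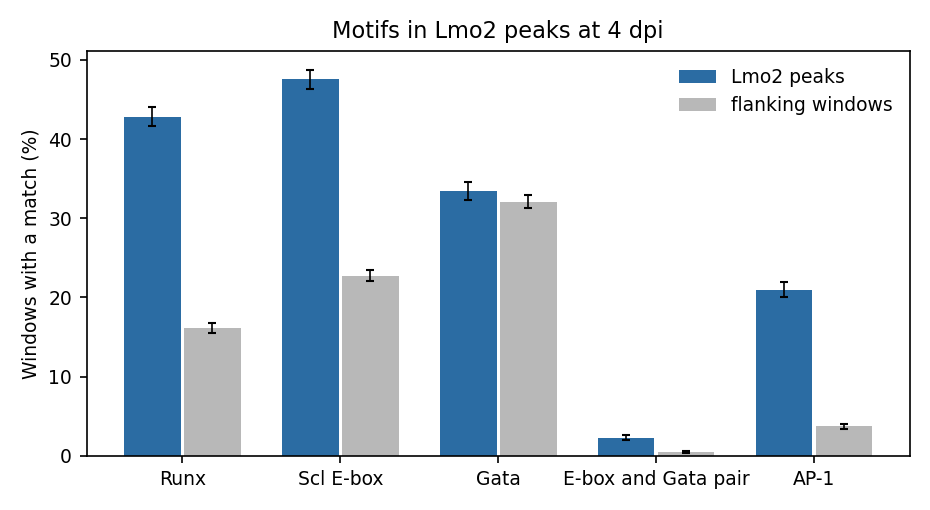
Share of windows with at least 1 match to each motif, in percent, for Lmo2 peaks at 4 dpi and for windows 2 kb from the same peaks. Error bars are 95% exact binomial intervals; Runx, the Scl E-box, the composite site and AP-1 lie above their flanking windows, and Gata, at 33.4%, lies close to its 32.1%.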

Could Lmo2 directly access target genes in closed chromatin within fibroblasts *à la* a pioneer factor^43^, or could it only bind pre-existing open chromatin? It should be noted that transcription factor Lmo2 does not have a DNA-binding domain but serves to nucleate complexes between a variety of transcription factors and chromatin remodelers^16^; therefore while Lmo2 itself might not be a pioneer factor *sensu stricto*, Lmo2-containing transcriptional regulatory complexes might harbour pioneer factor activity. To answer this question, for Lmo2-bound promoters (peaks surrounding the TSS) at 4 dpi, we analysed the *ab initio* chromatin states of these loci within MEFs before reprogramming using published data^44^. 

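Lmo2 peaks lay close to a TSS, within 1 kb, in 1277 of 6864 cases (18.6%, 95% exact interval 17.7 to 19.5%). In stricter sets of peaks this share fell to as low as 6.24%, and its ratio to the mean of random positions to as low as 1.94. Of the loci the paper shows (Supplementary Fig. 6e), Pgk1, which encodes the glycolytic enzyme phosphoglycerate kinase, had the strongest peak, with 88.2 tags and 89.9-fold over input, 0.225 kb upstream of its start. Paqr7, which encodes a membrane progestin receptor, had a peak of 38.2 tags and 58.4-fold over input 1.69 kb upstream, and the zinc finger gene Zfp105 had 1 of 31.4 tags and 96.2-fold over 0.5 input tags 3.10 kb upstream. No peak lay in the window of Zdhhc22, a gene of the palmitoyltransferase family. The nearest peak to Zdhhc22 was 41.3 kb downstream of its start, with 8.34 tags.

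The positions in mm9 are 103382086 to 103382342 on chromosome X for Pgk1, 134050795 to 134051051 on chromosome 4 for Paqr7, and 122828964 to 122829220 on chromosome 9 for Zfp105. In 100 sets of random positions on the same chromosomes, 3.26% on average lay within 1 kb of a TSS (range 2.61 to 3.85%). Another 670 peaks lay at 1 to 5 kb, 2272 at 5 to 35 kb, 1451 at 35 to 100 kb and 1194 farther away. By class, 975 peaks (14.2%) had their centre in a promoter or 5′ untranslated region (UTR), 295 in another part of an exon, 2545 (37.1%) in an intron and 3049 (44.4%) in none of these. Promoter peaks had fewer tags, with a median of 9.95 (quartiles 8.66 and 11.9), than intron peaks (10.9, 9.31 to 14.4) and intergenic peaks (11.2, 9.31 to 15.1), each with an adjusted p of 3.00e-05 by a two-sided permutation test, where the unadjusted p of 1e-05 is the smallest the resamples can give. Exon peaks, with a median of 9.95, also differed from intron peaks (adjusted p = 0.00427 by the permutation test) and from intergenic peaks (adjusted p = 0.00014 by the permutation test).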

Analyses of H3K4me3, H3K27ac and H3K27me3 enrichment indicated that Lmo2 could bind to closed chromatin: Lmo2 could access bivalent (H3K4me3^+^/H3K27me3^+^) and repressed (H3K27me3^+^) promoters in MEFs (Fig. 5e, Supplementary Fig. 6e). As expected, Lmo2 could also bind to promoters that were also already active (H3K4me3^+^, with different extents of H3K27ac enrichment; Fig. 5e, Supplementary Fig. 6e). 

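Of 54 cell cycle genes, 18 were Lmo2-bound, among them Mcm2, a subunit of the replicative helicase, the transcription factors Myc and E2f2, and Rbl1, a relative of the retinoblastoma protein. Of 51 hematopoietic transcription factors, 31 were bound, with the strongest peaks at the receptor gene Notch1, at Gfi1, which encodes a zinc finger repressor of blood stem cells, at Ets1 and at Lyl1, a paralog of Scl. Of 53 histone modifying enzymes, 29 were bound, including the deacetylase Hdac5, the arginine methyltransferase Prmt1, the acetyltransferase Kat6a (Myst3 in the mm9 models) and the demethylase Kdm2b.

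The strongest peak at Mcm2 had 56.2 tags and was 24.5-fold over input, 26.3 kb upstream of the start. A peak of 23.4 tags, 31.9 kb upstream of E2f2, also lies 2.96 kb upstream of Id3. Peaks of 18.3 tags in an exon of Myc and of 17.6 tags in an exon of Rbl1 lay inside those genes. Ets1 had its strongest peak 6.61 kb upstream (32.7 tags, 50.0-fold over input), and the peak at the start of Lyl1 (25.4 tags, 38.8-fold over input) also overlaps Nfix. Hdac5 had 23.7 tags 15.0 kb upstream, and Kat6a had 19.3 tags at its start. The strongest peaks of Prmt1 (20.2 tags) and Kdm2b (19.3 tags) overlap the neighbouring genes Scaf1 and Orai1.

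Each count was set beside 10000 random lists of the same size, matched on the length of the gene window. Random lists gave a mean of 11.7 bound genes (range of the central 95% of lists 6 to 18) for the cell cycle list, 14.8 (9 to 21) for the hematopoietic transcription factors and 15.8 (10 to 22) for the histone modifying enzymes. The first count was at the upper end of its range, and the other 2 lay above theirs. The list of hematopoietic factors holds 14 genes, such as Gfi1, Hhex and Gata2, that the paper names or selected on these peaks for its Supplementary Data 2 to 5, and 12 of them were bound, so its count is not independent. In a test added after the data had been seen, which left such genes out of lists and random draws, 19 of the other 37 were bound (random mean 10.8, range 6 to 16), 1.76 times the mean in place of 2.10 times. With only peaks of at least 15 tags the cell cycle count of 7 lay above its range, which ended at 6, and the histone count of 9 lay within its own, as did the histone count of 10 with focus ratios of at least 0.8. These were 2.09 and 1.57 times the random mean, against 1.83 times with all peaks. Over all alternatives, including those added after the data had been seen, the histone ratio ranged from 1.48 to 2.47. The genes of 1 list are not replicates, and the percentiles describe this library only.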

Gene Ontology analysis of Lmo2-bound genes indicated an enrichment of genes associated with cell cycle, transcriptional regulation, histone modifications and hematopoietic cell fate determination. In addition, pathway analysis revealed Lmo2-bound genes involved in protein ubiquitination and signalling pathways such as the bone morphogenetic protein (BMP) family, Wnt, Notch and Rho cascades (Fig. 5f, Supplementary data 1).

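Of 41 genes of BMP and TGF-β signalling, 24 were Lmo2-bound, led by Bmpr1a, which encodes a BMP receptor, with a peak of 83.8 tags at 256-fold over 0.5 input tags, 5.02 kb upstream of its start. Smad7, an inhibitor of the pathway, and Smurf1, a ubiquitin ligase acting on Smad proteins, were also bound. Of 51 genes of protein ubiquitination, 26 were bound, including Ube2f, Ube2h and Ube2e2, which encode conjugating enzymes for ubiquitin or its relative Nedd8. Of 47 Wnt genes 26 were bound, among them Axin1, a scaffold of β-catenin destruction, and Wisp1, a secreted Wnt target. Of 35 Notch genes 12 were bound, including Notch1 and the target gene Hes1, and of 37 Rho genes 16, including Elmo1, Arhgap26, Trio and Mylk.

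Smad7 had its strongest peak 13.6 kb upstream (28.2 tags), Smurf1 in an intron (24.1 tags, 24.5-fold over input) and Id3, a BMP target, at the peak it shares with E2f2. The strongest peak of Ube2f had 36.9 tags 1.88 kb upstream, that of Ube2h 21.2 tags 3.35 kb upstream, and that of Ube2e2 20.5 tags in an intron. An intron of Axin1 held a peak of 39.8 tags. Wisp1 had 6 peaks upstream of its start, the strongest of 30.2 tags at 29.4 kb, Lgr5, an R-spondin receptor, had 26.6 tags in an intron, and Rnf43, a ubiquitin ligase that removes Wnt receptors, 18.3 tags. Notch1 had 43 tags 15.4 kb upstream (43.8-fold over input), the corepressor Ncor2 25 tags 4.60 kb upstream, the protease Adam10 21.2 tags in an intron and Hes1 18.3 tags 0.097 kb from its start (55.9-fold over 0.5 input tags). The strongest peaks of Elmo1 (21.8 tags), Arhgap26 (18.9), Trio (17.3) and Mylk (17) all lay in introns.

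Matched random lists gave a mean of 11.8 bound genes for BMP and TGF-β (range 6 to 18), 15.1 for ubiquitination (9 to 21) and 13.0 for Wnt (7 to 19), all below the counts observed. These counts are not independent of the paper's choices, since 9 of the 24 bound BMP and TGF-β genes, 3 of the 26 for ubiquitination and 7 of the 26 for Wnt are named in the paper or were selected on these peaks for Supplementary Data 2 to 5. With such genes left out, a test added after the data had been seen, 15 of 31 (range 4 to 14), 23 of 48 (8 to 20) and 19 of 40 (6 to 16) were bound, 1.68, 1.67 and 1.75 times the random mean. The Notch and Rho counts lay within their ranges of 5 to 14 and 7 to 18. With peaks of at least 15 tags the counts of 7 Wnt and 8 ubiquitination genes lay within their ranges, and with focus ratios of at least 0.8 so did 8 BMP and TGF-β, 9 Wnt and 9 ubiquitination genes. The ratio to the random mean was 2.01 for Wnt and 1.94 for ubiquitination at 15 tags, against 2.00 and 1.72 with all peaks, and at the focus ratio it was 1.70 for BMP and TGF-β (2.03 with all peaks), 1.77 for Wnt and 1.50 for ubiquitination. Rho rose above its range with peaks at least 8-fold over input (14 genes, range 4 to 13) and with each peak given to the nearest TSS (18 genes, range 6 to 17). Its count of 16 also lay above the range of random lists not matched on window length.

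**Figure D2:**
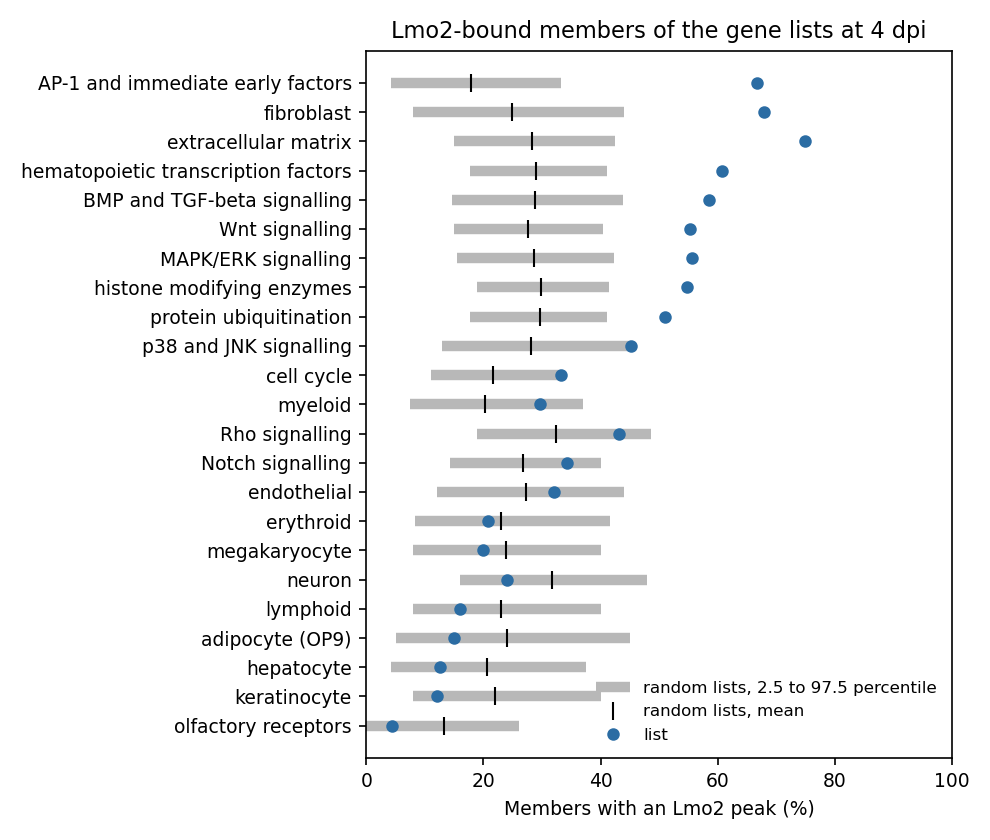
Share of the members of each gene list with an Lmo2 peak at 4 dpi, in percent (points), beside the mean (ticks) and the central 95% (bars) of 10000 random lists matched on window length. Of the 23 lists, 9 lie above their range, none below, and 14 within.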

### Lmo2 implements iHP reprogramming through *Hhex* and *Gfi1*

When the hematopoietic reprogramming factors bind to the fibroblast genome, they must upregulate a cohort of critical genes beyond themselves to implement blood-cell fate (Supplementary Fig. 7). Intersecting 4 dpi Lmo2-bound genes with microarray data of genes upregulated or downregulated in 4 dpi revealed a number of potential Lmo2-targeted genes including those involved with ‘positive regulation of cell cycle' and ‘positive regulation of DNA binding' such as *Hhex* and *Gfi1* (Fig. 6a,b, Supplementary Fig. 8a, c, Supplementary Table 1, Supplementary data 2&3). Both *Hhex* and *Gfi1* are amongst the earliest markers of definitive hematopoiesis and critical for hematopoietic development as evinced by their knockout phenotypes in the mouse embryo^45^,^46^,^47^. 

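Gfi1 had an Lmo2 peak of 34 tags at 104-fold over 0.5 input tags, rank 158 of all peaks by tag count, which lies inside the neighbouring gene Evi5, 33.3 kb upstream of the Gfi1 start. A second, weaker peak of 8.66 tags lay 30.2 kb upstream. Hhex, which encodes a homeobox transcription factor of early blood and endothelium, had 1 peak of 11.9 tags at 18.2-fold over input in its 5′ UTR, rank 2697. Beyond these, 4966 of the 22442 protein-coding genes (22.1%) were Lmo2-bound, 3736 of them by 1 peak and 1230 by more.

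The stronger Gfi1 peak spans 108188198 to 108188454 on chromosome 5 of mm9. Within it, the Runx core lies on the reverse strand (ACCACA) at 108188305 to 108188310 and at 108188357 to 108188362, a Gata core (CTATCT) at 108188325 to 108188330 and an E-box (CAGCTG) at 108188424 to 108188429. The E-box, 98 bp from the peak centre, is not wholly inside the central 200 bp searched elsewhere and is not a match there. The Hhex peak spans 37508824 to 37509080 on chromosome 19, its centre lies 1.57 kb downstream of the gene start, and the Runx, Gata and E-box motifs had no match in its central 200 bp. With a window of 10 kb upstream, set after the data had been seen, Gfi1 had no peak, and Hhex had none with at least 15 tags or with a focus ratio of at least 0.8. The paper describes the Lmo2 binding it shows at Gfi1 as lying on an enhancer of this gene, and that at Hhex as lying on its promoter (Fig. 6b). Its Supplementary Table 1 places the Hhex peak at -379 bp from a TSS. No transcript start annotated here lies at that distance, so the 5′ UTR placement rests on the gene models used.

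Of the 82 genes that Supplementary Data 2 lists as bound and upregulated at 4 dpi, 78 had a peak in the window, and of the 29 genes of Supplementary Data 3, listed as bound and downregulated, 28 did. Both tables were chosen by the study on these same peaks, so the counts are not independent evidence of binding. The genes without a peak in the window were Cldn4, Gdnf, Nt5e and Rpp25 in the first table and Chst2 in the second. The strongest peaks in the first lay at Cyr61, which encodes a secreted matrix protein (73.8 tags, 35.0 kb upstream), and in an intron of Sema5a, a semaphorin gene (60.3 tags). In the second they lay in an intron of Ank, a pyrophosphate transporter gene (31.8 tags), and upstream of Prelp, a matrix proteoglycan gene (26.3 tags). For 21 genes of the first table and 5 of the second, the strongest peak lay within 1 kb of a transcript start of the gene.

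The number of bound genes moved with the definition. It was 3501 with the window shortened to 10 kb upstream, 1394 within 1 kb of a TSS and 1226 with peaks of at least 15 tags. From the overlap of bound genes with the genes that changed at 4 dpi, the paper concludes that Hhex and Gfi1 are among the potential targets of Lmo2.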

Since *Hhex* and *Gfi1* were Lmo2-bound and transcriptionally upregulated at 4 dpi (Fig. 6a–c, Supplementary Fig. 9a), we tested the effects of knocking down *Hhex* and *Gfi1* in fibroblasts using shRNAs 2 days before introducing the SLRB reprogramming factors. Knockdown of either *Hhex* or *Gfi1* led to a strong reduction in the number of hematopoietic colonies that formed after 20 days of reprogramming (Fig. 6d,e, Supplementary Fig. 9b). This therefore suggests that Lmo2 recruits transcriptional machinery involved in embryonic hematopoiesis (for example, Hhex and Gfi1) to collectively effect hematopoietic reprogramming.

### BMP and MAPK/ERK cascades are required for iHP formation

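The genes that the paper lists as Lmo2-bound at 4 dpi and changed at 14 dpi included receptors and ligands of the BMP, TGF-β and Wnt pathways. In the window of Tgfbr1, a TGF-β receptor gene, a peak of 15.4 tags lay 10.4 kb upstream. Wnt5a, a Wnt ligand, had 12.8 tags at 39.2-fold over 0.5 input tags in its 3′ UTR, and Dkk3, of the Dickkopf family, 8.02 tags in an intron. Stat1 and Stat3, transcription factors of cytokine signalling, had 8.02 tags 5.53 kb upstream and 12.2 tags 0.181 kb upstream. Among the hematopoietic genes, Gata2 had a peak of 23.1 tags in an intron, the E protein gene Tcf3 1 of 9.95 tags at its promoter, and the megakaryocyte integrin Itga2b 1 of 9.63 tags at its start.

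The paper's Supplementary Table 1 gives the distance from a TSS for a peak at each of 26 genes. For 25 of them a peak lay within 500 bp of that distance from an annotated transcript start, and for 16 at exactly that distance. For Egr1, Csf2ra, Fos, Tgfbr2 and Vegfa this peak fell outside the window used to call a gene bound. The Egr1 peak (19.3 tags) lies 26.8 kb downstream of the gene start and the Csf2ra peak (20.5 tags) 20.7 kb downstream, both beyond the gene end, and the Tgfbr2 peak (10.6 tags) lies 43.6 kb upstream. Of the 33 genes the paper names as bound, 27 had a peak in the window.

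Of 61 genes in Supplementary Data 4, bound and upregulated at 14 dpi, 59 had a peak in the window, all but Cyb5r2 and Prss35. Of 40 in Supplementary Data 5, bound and downregulated at 14 dpi, 39 did, all but Dok1. The study selected these genes by the same peaks, and the counts are not independent evidence. The strongest peaks of the first table lay 13.8 kb upstream of Pmp22, a myelin protein gene (73.8 tags), and in an intron of Sema5a. Those of the second lay in an intron of Rrbp1, a ribosome binding protein gene (53.9 tags), and 26.7 kb upstream of Plau, which encodes urokinase (33.4 tags). The strongest peak lay within 1 kb of a transcript start of the gene at 8 genes of the first table and 9 of the second. With peaks of at least 15 tags, an alternative added after the data had been seen, 11 of the 33 named genes had a peak, and 13 did with focus ratios of at least 0.8.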

By overlapping genes that are bound by Lmo2 at 4 dpi and that are transcriptionally upregulated or downregulated at 14 dpi, we found genes that were associated with several extracellular signalling pathways such as the BMP and mitogen-activated protein kinase (MAPK) cascades (Fig. 7a, Supplementary Fig. 8b,d,e, Supplementary Table 1, Supplementary data 4&5)^48^, which have a known role in HSC specification during vertebrate ontogeny. Known BMP signalling regulators *Bmp4* and *Smad5* and MAPK cascade regulator *Gab1* were all bound by Lmo2 at 4 dpi (Fig. 7b). 

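Gab1, an adaptor that links receptors to MAPK signalling, had an Lmo2 peak of 14.8 tags at 45.1-fold over 0.5 input tags in its 5′ UTR, 0.672 kb from its start. Bmp4, a BMP ligand that directs mesoderm toward blood, had peaks of 8.34 and 7.7 tags in an intron, 25.5-fold over 0.5 input tags and 5.89-fold over 2 input tags. Smad5, a transcription factor activated by BMP receptors, had 1 peak of 10.3 tags at 8.09-fold over input in its 5′ UTR, 0.285 kb from its start. The peaks lie at 83403578 to 83403834 on chromosome 8 (Gab1), at 47007589 to 47007845 and 47006977 to 47007233 on chromosome 14 (Bmp4) and at 56804528 to 56804784 on chromosome 13 (Smad5) of mm9. By tag count the Gab1 peak was rank 1528 and the stronger Bmp4 peak rank 5919. No Runx or Gata motif was found in the central 200 bp of these peaks, and 1 E-box in the weaker Bmp4 peak. None of these genes had a peak of at least 15 tags.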

A pathway map of the MAPK pathway demonstrated the extent to which elements of this pathway are pervasively bound by Lmo2 (Supplementary Fig. 9c), in particular the MAPK/ERK (extracellular signal-regulated kinases) (MEK) cascade.

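Of 45 genes of the MAPK/ERK cascade, 25 were Lmo2-bound, from receptors (Egfr, Fgfr1, Kit, Pdgfra, Pdgfrb) through adaptors and Ras (Grb2, Shc1, Gab1, Ptpn11, Kras) and the kinases Araf, Raf1 and Map2k2 to the phosphatases Dusp1, Dusp4, Dusp5 and Dusp6. Hbegf, a ligand of the EGF receptor, had the peak at its start (24.1 tags, 12.3-fold over input). Pdgfrb, a PDGF receptor gene, had 19.3 tags in an intron, and Dusp6, an ERK phosphatase, 17.6 tags 20.9 kb upstream. Of 31 genes of the p38 and JNK cascades, 14 were bound, including the kinases Mapkapk5 (21.5 tags in the 5′ UTR), Mapkapk2 (15.7 tags, 28.9 kb upstream) and Map3k5 (15.1 tags in the 5′ UTR), and the p38 kinase Mapk11, whose peak overlaps Plxnb2.

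The MAPK/ERK count lay above the random lists (mean 12.9, range 7 to 19, with 4 of the 25 bound genes, Dusp1, Gab1, Hbegf and Pdgfra, named in the paper or selected on these peaks for its tables), and the p38 and JNK count was at the end of its range (mean 8.72, range 4 to 14). The shares of bound members did not differ detectably between both cascades (odds ratio 1.52, p = 0.484 by a two-sided Fisher's exact test, chosen after the counts were seen). With peaks of at least 15 tags 6 MAPK/ERK genes were bound, and with focus ratios of at least 0.8 7 genes, both within the range of random lists (1.75 and 1.39 times the mean, against 1.94 times with all peaks), and against unmatched random lists the p38 and JNK count of 14 lay above the range of 3 to 11. Fgfr2 was also bound, but its annotated model runs from 137305965 to 140315033 on chromosome 7, and its strongest peak (118.4 tags) had 25 input tags and lies closest to Plekha1.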

To test whether the BMP and MAPK/ERK pathways were functionally required for iHP reprogramming, highly-specific pharmacologic inhibitors of these pathways were added to reprogramming cultures at different timepoints (schema in Fig. 7c). Strikingly, small-molecule inhibition of BMP signalling from 1–21 dpi using two independent inhibitors, either LDN-193189 or DMH1, completely inhibited the formation of hematopoietic colonies (Fig. 7c). Similarly, blockade of MEK signalling from 1 to 21 dpi using structurally-unrelated inhibitors (PD0325901 or GSK1120212) abolished iHP generation (Fig. 7c). By contrast small-molecule inhibitors of p38 MAPK did not significantly impair reprogramming (Fig. 7c).

Having established that long-term blockade of either BMP or MEK signalling completely abrogated iHP formation, we determined the specific timepoints at which these developmental signals were needed. BMP activity was most critical during the first 7 days of iHP reprogramming, as later-stage inhibition still permitted the formation of iHPs, albeit at a reduced frequency (Fig. 7d). By contrast MEK inhibition at any timepoint fully extinguished iHP generation, indicating that its continuous signalling is required to drive iHP induction (Fig. 7d). These data indicate that aside from the transcriptional control asserted by the reprogramming transcription factors, extracellular BMP and MEK signalling is also required to cooperatively execute reprogramming.

## Discussion

Here we show that the combined action of four transcription factors (*Scl*, *Lmo2*, *Runx1* and *Bmi1*) can decisively redirect the fate of mouse fibroblasts, reprogramming them into engraftable hematopoietic progenitors (iHPs). The resultant hematopoietic progenitors were capable of reconstituting myeloerythroid and B-lymphoid lineages *in vivo* for up to 4 months in primary recipients, but not in secondary recipients.

Earlier work established that committed hematopoietic progeny (for example, pro-B cells or myeloid cells) could be ‘de-differentiated' into HSCs^21^ and that a hematopoietic-related lineage (endothelial cells) could be reprogrammed into HSCs^22^. However, since hematopoietic progeny and endothelium are cell types that are already closely affiliated with the HSC lineage, whether a completely developmentally unrelated lineage could be respecified to a hematopoietic fate remained unclear. Though fibroblasts could be reprogrammed into short-term erythroid precursors using five transcription factors (*Scl*, *Lmo2*, *Runx1c*, *Gata2* and *Erg*)^24^, this finding left unanswered two key questions: how might a multipotent state be synthesized and how more long-term self-renewal might be molecularly endowed.

Starting with seven well-known hematopoietic factors, we showed that a combination of Scl and Lmo2 was sufficient to recommit mouse fibroblasts into hematopoietic progenitors. *Scl* and *Lmo2* are coexpressed in the earliest hematopoietic mesoderm in the vertebrate embryo^14^. Pertinently, overexpression of *Scl* and *Lmo2* can convert non-axial mesoderm into hematopoietic mesoderm in zebrafish embryos^49^ and can also confer hematopoietic characteristics upon mouse fibroblasts^23^,^24^. It is noteworthy that enforced co-expression of *Scl* and *Lmo2* was able to induce a lineage transition from fibroblast to blood in a dish—therefore these factors constitute early-acting ‘lineage-instructive factors' both in embryogenesis and during lineage reprogramming. Furthermore, Lmo2 itself has no DNA-binding domain but crucially acts as a ‘bridge factor' that physically bridges Scl to a large cohort of transcriptional regulators in hematopoietic cells, including enhancer-looping factor Ldb1 (refs 16, 42). Such cooperativity may explain why neither Scl nor Lmo2 is individually sufficient for reprogramming, and could underpin their synergistic action.

Though *Runx1* and *Bmi1* overexpression was dispensable for reprogramming, we found that the addition of these two factors atop *Scl* and *Lmo2* greatly enhanced the generation of long-term iHPs, especially in terms of CFU-S capacity and multi-month reconstitution capacity. As a target of Scl, *Runx1* is critical for generation of hematopoietic cells from hemogenic endothelium^11^,^12^,^50^. However, *Bmi1* is not thought to principally act in HSC specification during development, but rather has been accorded a role in the self-renewal of adult HSCs^18^,^38^, potentially enabling nascent HSCs to proliferate and self-renew to become repopulating cells. This is in accord with our findings that while *Bmi1* is not mandatory for iHP formation, its overexpression confers these cells with a ∼10-fold improvement for *in vivo* engraftment (Fig. 2a–c). Thus *Bmi1* seems to be a decisive factor that distinguishes the current iHP cells with multi-month engraftment potential from the cellular products of earlier protocols that lacked *Bmi1*, which we (Figs 3 and 4) and others^24^ observed to minimally engraft *in vivo*. However, our iHP cells still engraft less efficiently than whole BM cells (Fig. 2a–c, Supplementary Fig. 3a–c).

Though the mechanisms through which Bmi1 might act to endow iHP cells with enhanced self-renewal potential remain to be fully elucidated, Bmi1 is a core component of Polycomb Repressive Complex 1 (PRC1) which is thought to suppress transcription either through histone 2A mono-ubiquitination or nucleosome remodeling^51^. Though Bmi1 is thought to promote HSC self-renewal through suppression of *p16*^*Ink4a*^ and *p19*^*Arf*^ expression^18^, Bmi1 also physically interacts with Runx1 and indeed PRC1 co-occupies a wealth of target genes together with Runx1 and PRC1 recruitment to chromatin is even partially dependent on Runx1 (ref. 52). Given that both *Runx1* and *Bmi1* are simultaneously overexpressed to produce SLRB-iHPs, this might also underlie their synergistic action.

HoxB4 also provided a positive effect in iHP reprogramming separate from that of *Bmi1*. SLRH-iHP possessed both myeloid and erythroid-megakaryocyte potentials *in vitro* (Fig. 1 and Supplementary Fig. 2). Though SLRH-iHP engrafted even more efficiently in BM than SLRB-iHP at 16 wpt, their contribution was largely to the erythroid and megakaryocyte lineages (Fig. 3, Supplementary Fig. 4&5); by contrast, SLRB-iHPs could also form B-lymphoid cells and had more robust contribution to PB and SP. Ectopic expression of *HoxB4* has been well documented to confer *ex vivo* expansion and engraftment of adult HSC and progenitor cells^19^,^53^. Though high-level *HoxB4* ectopic expression confers human CD34^+^ cells with a growth advantage, it impairs their lymphomyeloid differentiation^54^. This is similar to what we observed for SLRH-iHP, with early multilineage contribution (at 2–5 wpt) but megakaryocyte-erythroid dominated long-term contribution (at 16 wpt). Given this genetic dosage sensitivity, whether careful modulation of HoxB4 expression levels can produce more robust long-term multilineage progenitors remains to be determined in the future.

Altogether the sequential transcriptional code we have identified for hematopoietic reprogramming is evocative of some aspects of hematopoietic development: Scl and Lmo2 may be minimally sufficient to implement a hematopoietic fate (as evinced during embryogenesis), though we find that the numbers and engraftability of iHPs produced in this fashion are augmented by addition of Runx1 together with Bmi1, which might be reprising some of their roles as hematopoietic specification factors and self-renewal factors, respectively (Fig. 8). This type of a developmental transcriptional logic for lineage reprogramming may parallel what is seen for the conversion of adult mouse exocrine cells to β-cells, which involves three transcription factors (Pdx1, Ngn3 and MafA), which during embryogenesis serve to respectively induce pancreatic progenitors, then endocrine precursors and specifically β-cells^55^. Therefore ontogenic insights into how specific fates are programmed during development may reciprocally benefit how these fates can be reprogrammed from other lineages in artificial contexts.

Taken together our results suggest that a basic minimal combination of key hematopoietic transcriptional factors is critical and sufficient to rewrite the hematopoietic programme. We propose that these factors may be the equivalent of the ‘lineage commitment' factors that write and orchestrate lineage specification during embryonic hematopoiesis (Fig. 8). However, SLRB-iHP cells were not fully-fledged HSCs. Though iHPs could generate myeloid and B-lymphoid lineages *in vivo,* maximal reconstitution peaked at 5 weeks and often began declining thereafter, though donor contribution was observed until 16 weeks. In addition, it remains to be seen whether single iHP can generate both myeloid and B-lymphoid cell types, an issue that could be resolved through cellular barcoding strategies^56^. In approximating the phenotypic identity of our SLRB-iHPs to their rigorously-defined normal BM counterparts, we speculate that SLRB-iHPs are more akin to oligopotent progenitors^39^, as their self-renewal ability is limited by comparison with authentic long-term HSCs. A refined understanding of the regulators responsible for the differing self-renewal activity of LT-HSCs versus ST-HSCs/MPPs^57^ may be therefore key to identify additional reprogramming factors needed to induce fibroblasts into fully functional long-term HSCs. Therefore an expanded understanding of developmental regulators that control the maturation and self-renewal of HSCs is key to generate serially-transplantable iHPs, and we propose that the reprogramming system we describe here may be an ideal venue to validate and assay such regulators.

## Methods

### Plasmid construction

Mouse *Scl/Tal1* and *Gata2* and human *Lmo2*, *Runx1*, *HoxB4*, *Bmi1* and *Gfi1* were cloned into the pMX constitutively-expressed retroviral vector or the dox-inducible FuW-TetO lentiviral vector. Polycistronic insert mScl-F2A-hLmo2-T2A-hRunx1 (SLR) was cloned into pMX vectors using primers listed in Supplementary Table 2. Briefly, mScl-F2A and F2A-Lmo2-T2A were amplified from pMx-mScl and pMx-hLmo2, respectively. PCR products were gel purified and used as templates for amplification of mScl-F2A-Lmo2-T2A which was then cloned into pMx-hRunx1 to generate polycistronic construct pMX-mScl-F2A-hLmo2-T2A-hRunx1 (SLR). shRNA sequences of *Gfi1* and *Hhex* (see supplementary Table 2) were cloned into pLKO.1 TRC vector (http://www.addgene.org/tools/protocols/plko/).

### Cell culture and virus production

tdTomato^+^ MEFs were derived from E12.5−E13.5 embryos of the membrane-targeted tdTomato (mT) reporter mice strain (mT/mG, JAX mice stock No: 007676). Fibroblasts were prepared, cultured and transduced as described^4^. Fibroblasts were purified through removing of any cells that positive stained with a cocktail of hematopoietic makers by sorting (FACSAria llu SORP cell sorter, Becton Dickinson).

Mono antibodies (eBioscience) used for fibroblast purification are listed in the following: Sca1 FITC (catalogue no. 11-5981), CD150 APC (Catalogue no. 17-1501), CD48 APC (Catalogue no. 11-0481), c-kit APC (Catalogue no. 17-1172), CD41 APC (Catalogue no. 17-0411), AA4.1 APC (Catalogue no. 17-5892), CD45 APC (Catalogue no. 17-0451), Gr-1 APC (catalogue no. 17-5931), CD11b-APC (catalogue no. 17-0112), F4/80-APC (catalogue no. 17-4801), CD19 APC (catalogue no. 17-0193), B220 APC (catalogue no. 17-0452), Ter119 APC (Catalogue no. 17-5921), CD3e APC (catalogue no. 17-0031), CD4 APC (Catalogue no. 17-0041), CD8 APC (Catalogue no. 17-0081), CD31 APC (Catalogue no. 17-0311).

Hematopoietic cell-free fibroblasts transduced with hematopoietic factors were co-cultured with inactivated OP9 stromal cells and maintained in Iscove's modified Dulbecco's medium (IMDM) medium supplemented with 10% fetal bovine serum (FBS) and cytokine cocktail (SCF, IL3, TPO, FLT3L, 10 ng ml^−1^ each, R&D Systems) for observation of appearance of ‘cobblestone' colonies and generation of iHPs for FACS, molecular and functional analysis. Doxycycline (dox, 4 μg ml^−1^) were administrated during the reprogramming process if inducible factors were used.

### Colony-forming cell (CFC) assay

Methylcellulose colony-forming assay (CFC) was carried out using Methocult GF M3434 (Stem Cell Technologies). In all, 10^4^ suspension cells or sorted cells were seeded in 1 ml of Methocult GF M3434 in triplicate. Doxycycline (dox, 4 μg ml^−1^) were applied at the beginning of CFC assay for inducible factors. Colonies were scored at 12 days of culture based on standard morphological criteria and selectively validated by cytospin and staining.

### CFU-MK assay

*In vitro* Culture of Colony-Forming Unit- Megakaryocyte Assay (CFU-Mk) assay was done using MegaCult**-**C medium (Stem Cell Technologies) according to its technical manual (version 3.3.0). The cytokines used were TPO (50 ng ml^−1^), IL-3 (10 ng ml^−1^), IL-6 (20 ng ml^−1^) and IL-11 (50 ng ml^−1^). 50,000 cells (of total supernatant cells or sorted cells) were cultured in the MegaCult medium containing the cocktail of growth factors mentioned above in duplicates. Doxycycline (dox, 4 μg ml^−1^) were applied at the beginning of CFU-MK assay for inducible factors. By day 12–16, the CFU-Mks/CFU-mixs colonies were fixed in acetone, stained with AchE and recorded according to protocol from kit.

### Cytospin and benzidine-Wright–Giemsa staining

iHP cells or single colonies (5 × 10^4^) from in CFC assay were suspended in 100 μl of 10% FBS in PBS and cytospined to the slides. The slides were fixed with cold methanol for 2 min and allowed to dry for 1 h. Then slides were stained using DAB tablets (3, 3′-Diaminobenzidine tetrahydrochloride, Sigma), followed by stained with Wright–Giemsa solution (Sigma) according to the instruction of products. The slides were allowed to dry overnight, mounted with mounting medium and photographed under microscope (Leica DM LB2).

### Phagocytosis assay

35–50 dpi suspension cells were assayed using Cayman's Phagocytosis Assay Kit (Cayman chemical) according to instructions included in the kit. Briefly, 10^6^ cells were cultured with latex beads-Rabbit IgG-FITC in a CO_2_ incubator at 37 °C in dark for 24 hrs. The washed cells were stained with hematopoietic markers (eBioscience, Gr-1-APC, CD11b-APC, CD45-PE (catalogue no. 12-0451), c-kit-PE (catalogue no. 12-1171) and CD41-PE (catalogue no.12-0411)) for FACS analysis or fluorescence microscopy (zeiss observer.D1).

### Flow cytometry

Flow cytometry was performed using FACSAria llu SORP cell sorter (Becton Dickinson) and analysis was performed using BD FACSDiva software. Compensation was performed with single stained controls and gating was performed on fluorochrome minus one controls, unstained controls and isotype controls.

Mono antibodies (eBioscience) used in hematopoietic lineages analysis were listed below. CD45 eFluor 450 (catalogue no. 48-0451), CD45.2 eFluor 450 (catalogue no. 48-0454), Gr-1 APC, Gr-1 FITC (catalogue no. 11-5931), CD11b-APC, F4/80-APC, CD71 eFluor 450 (catalogue no. 48-0711), Ter119 APC, CD41 eFluor 450 (catalogue no. 48-0411), CD61 FITC (catalogue no. 11-0611), CD42d APC (catalogue no. 17-0421), CD3e FITC (catalogue no. 11-0031), CD4 FITC (catalogue no. 11-0041), CD8a FITC (11-0081), CD19 APC, CD19 FITC (Catalogue no.11-0193), B220 APC.

### Immunofluorescence immunostaining

Transduced fibroblasts (27–30 dpi) with obvious ‘cobblestones' in 24-well plates were fixed with 4% PFA, blocked with 10% normal rat serum (eBioscience, catalogue no. 24-5555) and then stained with CD41PE (eBioscience, catalogue no. 12-0411) or c-kit FITC (catalogue no. 17-1172) and photographed under microscope (zeiss observer.D1).

### CFU-S assay and engraftment assay

For *in vivo* Colony-Forming Unit-Spleen (CFU-S), 6–8 weeks old female SCID mice (C.B-17/IcrHanHsd-Prkdc^scid^) and C57BL/6J mice (Jax mice) were lethally irradiated with 4 and 7.5 Gy respectively 4 h before transplantation. Two or five million of loosely attached and suspension cells (30–50 dpi, tdTomato^+^) or one million of sorted kit^+^ cells from 30–50 dpi tdTomato MEF were transplanted by tail vein injection. Spleens were dissected from 12 dpt mice and tdTomato^+^ cells/nodules in the spleen were visualized, photographed or counted under microscope (Leica M205 FA). CFU-S12 were enumerated after tdTomato^+^ spleens were fixed in carnoy's fixative and photographed. Frequencies of CFU-12 or tdTomato^+^ nodules are represented as nodules from one side of the spleen per spleen. Donor (tdTomato^+^) cells contribution in SP, PB and BM were evaluated by FACS analysis at 12–14 dpt.

For long-term engraftment experiment, five million of loosely attached and suspension cells (tdTomato^+^, 30–50 dpi) were transplanted by tail vein injection in sub-lethally irradiated 6–8 weeks old female immunocompromised strains (NSG (NOD.Cg-Prkdc^scid^ Il2rgtm1Wjl/SzJ, Jackson laboratory) or Nod-scid mice (NOD/MrkBomTac-Prkdc^scid^), 3 Gy) and 6–8 weeks old female immunocompetent strains (6–8 weeks old female C57Bl/6J mice, 6 Gy). Transplanted mice were killed at 5 wpt and 16 wpt to analyse the donor tdTomato^+^ cells contribution in PB, SP and BM by flow cytometry (FACSAria llu SORP cell sorter, Becton Dickinson). A total of 16 wpt BM cells were placed for CFC assay and transplanted secondarily into irradiated Nod-scid mice (∼7–9 million cells per mouse). Animal experiments were performed under the guidelines set by the Institutional Animal Care and Use Committee (IACUC).

### V(D)J recombination and transgene integration assays

Triple positive (tdTomato^+^/CD45.2^+^/ (CD19+B220)^+^) SLRB-iHP B cells (polycistronic SLR was used) in 16 wpt combined spleen cells were sorted by flow cytometry (FACSAria llu SORP cell sorter, Becton Dickinson). Control T or B cells were sorted from spleen of C57BL/6 mice. Single cells were manually picked under microscope from the respective sorted samples. Single control MEF cells were SLRB infected tdTomato^+^ MEF (14 dpi, polycistronic SLR was used). Total spleen genomic DNA (gDNA) were extracted using TRIzol reagent (Ambion). Whole-genome amplification (WGA) of single cell was performed using the REPLI-g Single Cell kit (Qiagen). The amplified DNA was diluted (1: 100) for PCR assay. WGA gDNA was evaluated and genotyped with tdTomato primer before used for VDJ recombination analysis (Supplementary Table 1, http://jaxmice.jax.org/strain/007676.html). V(D)J recombination assay by PCR was performed using primers listed in Supplementary Table 2 as previously described^58^,^59^. The V(D)J recombination PCR products were randomly selected and confirmed by the southern blot using internal oligonucleotide probes listed in Supplementary Table 2. Probes were labelled with DIG labelled oligonucleotide Tailing Kit, 2nd generation (Roche). The blots were scanned with Image lab software (Bio-rad). The PCR reaction was carried out using DreamTaq Green PCR Master Mix (Thermo Scientific). Primers sequences for transgene integration are provided in Supplementary Table 2.

### qPCR and microarray

Total RNA was isolated using RNeasy mini/micro kit with on-column DNaseI digestion of genomic DNA (Qiagen). cDNA synthesis and Quantitative PCR (qPCR) were performed using superscript III (Invitrogen) and SYBR Green (Applied Biosystems; qPCR primer sequences are provided in Supplementary Table 2).

For whole-genome expression profiling, microarray analysis was performed on samples: tdTomato-MEF (0 dpi, empty vector infected), SLHR infected tdTomato-MEF/intermediates (4 dpi, 14 dpi), Kit^+^/Kit^−^/CD45^+^/CD45^−^ cells of 26 dpi tdTomato-iHP cells and Kit^+^/Kit^−^/CD45^+^/CD45^−^ cells from tdTomato BM cells. SLHR factors were singly delivered in individual pMX vectors. Total RNA were labelled with Cy3, and hybridized to MouseRef-8v2 Beadchip (Illumina) according to the manufacturer's protocol. Arrays were scanned with Beadchip Reader (Illumina).

### ChIP-seq library preparation

SLHR infected tdTomato^+^ MEF (4 dpi) were used for ChIP analysis. SLHR factors were singly delivered in individual pMX vectors. The genomic DNA obtained from Lmo2 ChIP (anti- hLmo2, AF2726, R&D Systems) experiments were used to prepare paired end sequencing libraries using TruSeq ChIP Sample Preparation Kit (Illumina, IP-202-1012) as per manufacturer's instructions.

### Microarray data analysis

Raw arrays were normalized with the quantile normalization algorithm using the bioconductor package lumi (http://www.bioconductor.org/packages/release/bioc/html/lumi.html)^60^. Cluster analysis of the normalized reads was performed using Pvclust (http://www.is.titech.ac.jp/~shimo/prog/pvclust/) which was installed in the R project (http://www.r-project.org/). The D0 (0 dpi), D4 (4 dpi), iHP/BM CD45^+^ and Kit^+^ microarray chips have undergone quantile normalization using IlluminaNormalizer module on GenePattern platform (http://genepattern.broadinstitute.org/; http://www.broadinstitute.org/cancer/software/genepattern/)^61^. The normalized values were transformed to Log2. Published microarray expression data were downloaded from (http://daleystem.hms.harvard.edu/)^40^. The datasets from the two studies were merged and adjusted for systematic microarray data biases using Distance Weighted Discrimination^62^. Hierarchical clustering of the samples from the two studies have been performed using ‘hclust' function in R. Heatmaps were generated using gplots package (http://cran.r-project.org/web/packages/gplots/index.html).

### Identifying target genes regulated by Lmo2

To identify the genes that are regulated by Lmo2, we first determined the genes that show significant change in gene expression at 4 dpi and 14 dpi cells. At 4 dpi cells, genes that show a minimum of 20% change (up or down) with a *P* value of 0.1 or below, were considered for further analysis. At 14 dpi, genes that show 2 or more fold change (up or down) with a *P* value of 0.1 or below were considered for further analysis.

Then, to consider a gene to be bound by 4 dpi Lmo2, there should be at least one peak of 4 dpi Lmo2 that could be located anywhere in a window, starting from 35 K upstream of the TSS of the genes and ending at the TTS of the gene.

Lists of genes bound by 4 dpi Lmo2 were correlated with lists of genes that show significant change in gene expression. These correlated lists of genes were annotated using metascape.

### Dynamic gene expression analysis

The dynamic gene expression analysis was performed using GEDI v2.1 (ref. 41) with a grid size of 80x84.

### ChIP-Seq data analysis

Quality control analysis of the raw reads was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to mm9 genome using STAR aligner software^63^. Reads mapping to more than one locus and/or having more than three mismatches were filtered out. Mapped reads were subjected to ngsplot tool^64^ to generate the distance to TSS plots and enrichment heatmaps. The significant regions of H3K4me3, H3K37ac and H3K27me3 binding were detected using HOMER^65^. HOMER was used to normalize the mapped reads and convert the mapped files to bedGraph format to visualise them in the UCSC genome browser (http://genome.ucsc.edu/)^66^ using mm9 as the genome assembly.

The published histone raw data used have the accession numbers: GSM1246686, GSM1246689 and GSM1246690 for MEF H3K4me3, H3K27ac and H3K27me3 ChIP-Seq samples respectively^44^ and were downloaded from the Gene Expression Omnibus, NCBI database^67^. The peaks were annotated using annotatePeaks.pl script of HOMER^65^. Correlation of those genes with microarray data were performed using the online Venn Digram Generation tool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Gene ontology (GO) analysis

GO analysis was performed using BiNGO app^68^ which is installed in Cytoscape v3.2.1 (ref. 69). The GO terms (OBO v1.2) and the MGI Mouse GO annotations were downloaded from the Gene Ontology Network website (http://www.geneontology.org/) on 1st of July, 2015. GO terms with *P* values>0.01 were filtered out.

### Pathway mapping

Pathway mapping was performed using DAVID web resource (http://david.abcc.ncifcrf.gov/). Genes, which are upregulated at 14 dpi cells were uploaded to DAVID. The KEGG pathways enriched in these genes were identified. The Pathway map was generated using DAVID.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files. Microarray and ChIP-Seq data have been deposited in GEO database under accession code GSE86198.

## Additional information

**How to cite this article:** Cheng, H. *et al*. Reprogramming mouse fibroblasts into engraftable myeloerythroid and lymphoid progenitors. *Nat. Commun.* **7**, 13396 doi: 10.1038/ncomms13396 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1-10, Supplementary Tables 1-2

Supplementary Data 1 4dpi Lmo2 bound-genes. 

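Supplementary Data 1 annotates Lmo2 peaks at 4 dpi with HOMER, giving for each its position, tag count, nearest promoter, distance to that TSS and genomic feature. Of the 4556 peaks in the paper's table, only the first 1874 were available here, and no overlap of lists was tested with them. All 1874 had the same identifier, chromosome, start, end and tag count as a peak in the deposited list. They named 1562 genes, and for 1495 of the peaks (79.8%) the named gene was also that of the nearest TSS in the gene models used here. None of them lay over 35 kb upstream of the TSS named, and of the deposited peaks 2645 (38.5%) lay over 35 kb from every annotated TSS. A peak lay in the window of at least 1 gene in 4841 cases (70.5%).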

List of genes that bound by Lmo2 at 4dpi in SLHR infected MEF.

Supplementary Data 2 4dpi Lmo2-bound-genes that are up regulated at 4dpi. List of genes that are bound by Lmo2 at 4dpi and upregulated in expression at 4dpi in SLHR infected MEF.

Supplementary Data 3 4dpi Lmo2-bound-genes that are down regulated at 4dpi. List of genes that are bound by Lmo2 at 4dpi and downregulated in expression at 4dpi in SLHR infected MEF

Supplementary Data 4 4dpi Lmo2-bound-genes that are up regulated at 14dpi. List of genes that are bound by Lmo2 at 4dpi and upregulated in expression at 14dpi in SLHR infected MEF

Supplementary Data 5 4dpi Lmo2-bound-genes that are down regulated at 14dpi. List of genes that are bound by Lmo2 at 4dpi and downregulated in expression at 14dpi in SLHR infected MEF

## Figures and Tables

**Figure 1:**
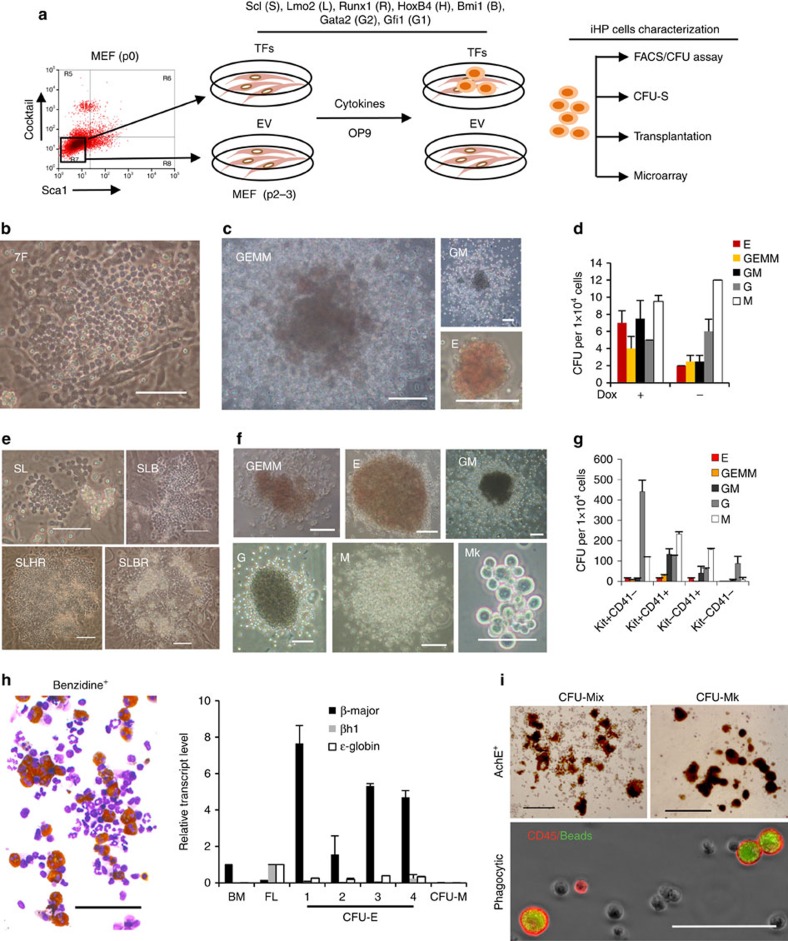
Generating induced hematopoietic progenitors from wild-type MEFs. (**a**) Schema of experimental design. MEFs (P0) were purified by sorting out any contaminating hematopoietic cells and passaged to P2-3 before experiments. iHP cells induced from MEFs by reprogramming factors were used for further characterization and evaluation; negative control cultures were transduced with empty vector (EV) only. (**b**) Representative ‘cobblestone' colonies at 24 dpi induced by lentiviral FuW-TetO vectors carrying 7F. Representative of three independent experiments. Scale bar: 100 μm. (**c**) CFU colonies derived from 27 dpi FuW-TetO-7F-induced iHP cells, representative of three independent experiments. Scale bar: 100 μm for GM, 50 μm for GEMM and E colonies. (**d**) Frequency of different type of CFU colonies derived from 27 dpi FuW-TetO-7F-induced iHP cells, with dox added (or withheld) at the beginning of CFC assays as indicated. Data are shown as mean±s.d. of four biological replicates from two independent experiments. (**e**) Representative ‘cobblestone' colonies (27 dpi) induced by different combinations of factors: SL, SLB, SLHR or SLBR (with factors singly delivered in individual pMX vectors), representative of three independent experiments. Scale bar: 100 μm. (**f**) Different types of representative CFU colonies derived from 27 dpi SLHR-iHP in CFC assays (factors were singly delivered in individual FuW-TetO vectors), representative of two independent experiments. Scale bar: 100 μm for GM/G colonies; 50 μm for GEMM/E/M/Mk colonies. (**g**) Frequencies of different types of colonies derived from FACS-sorted Kit^+^CD41^−^, Kit^+^CD41^+^, Kit^−^CD41^+^ and Kit^−^CD41^−^ subsets of SLHR-iHP cells in CFC assays. Factors were singly delivered in individual FuW-TetO vectors. Data shown are mean±s.d. of biological triplicates. (**h**) Benzidine positive cells in a GEMM colony and adult (*β-major*) globin expression in CFU-E colonies as shown in **f**, representative of two independent experiments. BM: bone marrow cells. FL: E12.5 foetal liver cells. Data shown are mean±s.d. of technical triplicates. Scale bar, 100 μm. (**i**) Images of AchE^+^ megakaryocyte-containing colonies (CFU-mix and CFU-Mk) and phagocytic CD45^+^ cells, representative of three independent experiments. 27 dpi SLHR-iHPs (induced using pMX vectors) were used for CFU-MK assay. Scale bar, 200 μm for CFU-mix/Mk colonies; 100 μm for phagocytosis picture.

**Figure 2:**
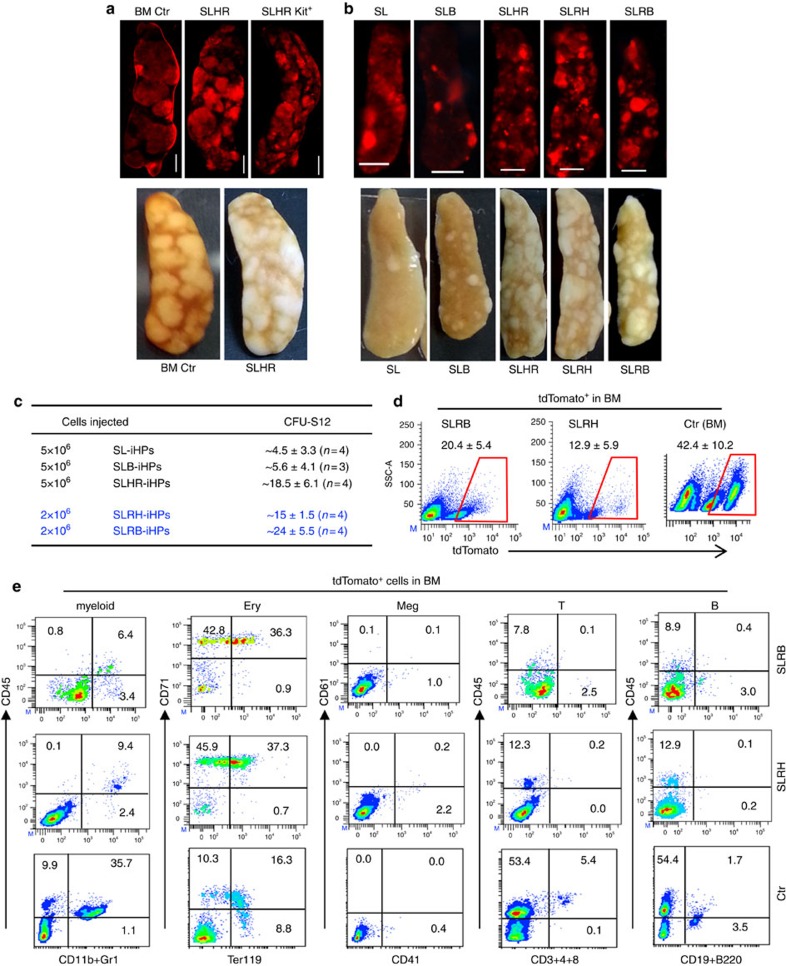
*Runx1* together with *HoxB4* or *Bmi1* augments the CFU-S forming-ability of iHP cells. (**a**) Similar to control bone marrow cells (BM Ctr, tdTomato^+^), SLHR-iHP cells (tdTomato^+^) form tdTomato^+^ nodules in the spleen at 12 days post-transplantation (dpt) into lethally irradiated C57Bl/6 mice (CFU-S12). Factors were singly delivered in individual pMX constructs. 1 × 10^5^ BM control cells, 5 × 10^6^ SLHR-iHP cells or 1 × 10^6^ Kit^+^ cells were transplanted per mouse. Mice analysed: BM Ctr, *n*=4, SLHR-iHP cells, *n*=20, SLHR-iHP kit^+^ cells, *n*=4. These are representative of three independent experiments. Scale bar, 2 mm. (**b**) Comparison of CFU-S12 potential of iHP cells induced by differing TF cocktails. SL-, SLB-, SLHR-, SLRH- or SLRB-iHP cells (tdTomato^+^) were transplanted into lethally irradiated SCID mice. Factors were delivered in pMXconstructs; SLHR denotes individual delivery of S, L, H and R; SLRH and SLRB denotes use of a polycistronic construct containing S, L and R in one pMX vector, together with individual delivery of either H or B in a separate construct. For SL-, SLB-, SLHR-iHP, 5 × 10^6^ cells were transplanted. For SLRH- and SLRB-iHPs, 2 × 10^6^ cells were transplanted. Mice analysed: for SL-, SLB-, SLHR-iHP, *n*=6, for SLRB- and SLRH-iHP, *n*=12 each. Scale bar: 2 mm. These are representative of three independent experiments. (**c**) Frequency of CFU-S12 of different iHP cells. iHP cells are named as in **b**. Data are shown as mean±s.d. per spleen. These data are from three independent experiments. (**d**) Representative FACS analysis of tdTomato^+^ cells in BM of SCID mice at 12–14 dpt. SLR factors were delivered in one polycistronic construct. For SLRB/H-iHP cells: 2 × 10^6^ cells per mouse were transplanted; for Ctr BM cells (tdTomato^+^), 2 × 10^5^ cells per mouse were transplanted. Percentage of tdTomato^+^ cells are shown as mean±s.d. (*n*=6 mice for each type of cells), representative from three independent experiments. (**e**) Representative FACS analysis of tdTomato^+^ cells stained with lineage markers (shown on the plots) in the BM of SCID mice transplanted with either SLRB/SLRH-HP cells and control BM cells (Ctr tdTomato^+^) at 12–14dpt. SLR factors were delivered in one polycistronic construct. Mice analysed: *n*=6 for each type of cells. Ery, Erythroid; Meg, Megakaryocytes. These data are representative of three independent experiments.

**Figure 3:**
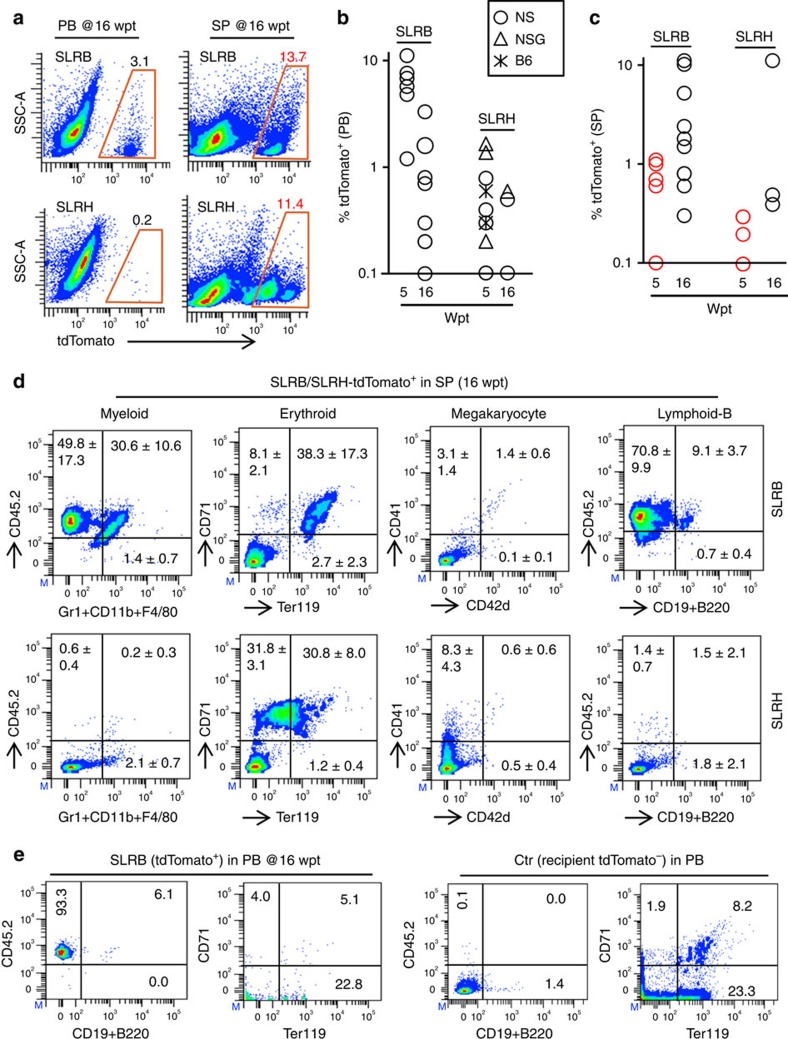
SLRB-iHP cells engraft for up to 4 months *in vivo*. (**a**) Representative FACS plot of SLRB/SLRH-iHP (tdTomato^+^) cells in PB and SP at 16 wpt (Wpt: week post-transplant). SLR factors were delivered in one polycistronic construct. 5 × 10^6^ iHP cells were transplanted per mouse. Mice analysed: SLRB iHP (*n*=9), SLRH-HP (*n*=4). These are representative of three independent experiments. (**b**) Summary of SLRB/SLRH-iHP (tdTomato^+^) cell engraftment in PB at 5 and 16 wpt. SLR factors were delivered in one polycistronic construct. For SLRB-iHP, NOD-SCID (NS) mice *n*=6 (5 wpt) and *n*=9 (16 wpt) were analysed. For SLRH-iHP, different mouse strains were analysed. At 5wpt, NS mice *n*=5, NSG mice *n*=3, C57BL/6 (B6) mice *n*=3. At 16 wpt, NS mice *n*=3, NSG mice *n*=1, B6 mice *n*=2. Only tdTomato^+^ cell contribution ≥0.1% are plotted. Data drawn from three independent experiments. (**c**) Summary of SLRB/SLRH-iHP (tdTomato^+^) cell engraftment in SP at 5 and 16 wpt. SLR factors were delivered in one polycistronic construct. For SLRB-iHP cells, mice *n*=5 at 5wpt, and *n*=9 at 16 wpt. For SLRH-iHP cells, mice analysed: *n*=5 at 5wpt, *n*=4 at 16 wpt. Only tdTomato^+^ cells contribution ≥0.1% were plotted. These data are from three independent experiments. (**d**) Representative FACS plot of multilineage reconstitution of SLRB/H-iHP (tdTomato^+^) cells in SP at 16 wpt. SLR factors were delivered in one polycistronic construct. Percentage of cells are shown as mean±s.d. (for SLRB, *n*=6 mice; for SLRH, *n*=3 mice). These data are representative of three independent experiments. (**e**) SLRB-iHP (tdTomato^+^) cells in PB at 16 wpt. SLR factors were delivered in one polycistronic construct. tdTomato^−^ PB cells from respective CD45.1^+^ recipient mice shown as control (Ctr). These data are representative of three independent experiments.

**Figure 4:**
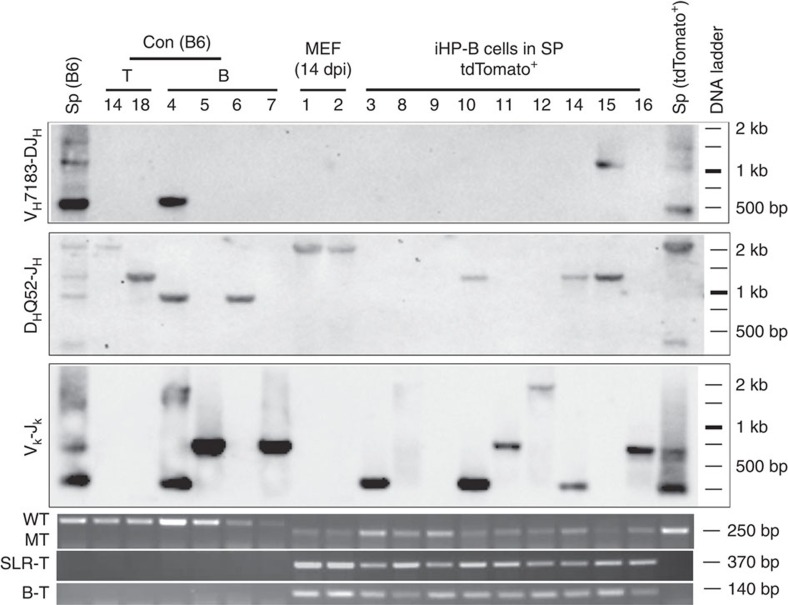
SLRB-iHPs generate B cells *in vivo*. V(D)J recombination events and transgene integration were detected in SLRB-iHP-derived B cells (iHP-B cells) at single-cell level. iHP-B cells are from 16 wpt spleens. Numbers at top of the panel are cell ID of individual single cells. Con (B6) denotes control (Con) cells from the SP of C57BL/6 (B6) mice. MEF (14 dpi) are cells from SLRB infected tdTomato^+^ MEF at 14 dpi. Sp (B6) and Sp (tdTomato^+^) stand for total spleen cells. V_H_7183-DJ_H_ and D_H_Q52-J_H_ are used to reveal V to DJ and D to J recombination events at heavy chain, respectively. V_k_−J_k_ denotes V to J recombination at Kappa chain. WT (Wild type) and MT (tdTomato mutant) show the genotype of the cells. SLR-T and B-T stand for transgene integration of SLR (Polycistronic) and Bmi1. Polycistronic SLR was used for the generation of iHP-B cells and 14 dpi MEF. These are representative of two independent experiments.

**Figure 5:**
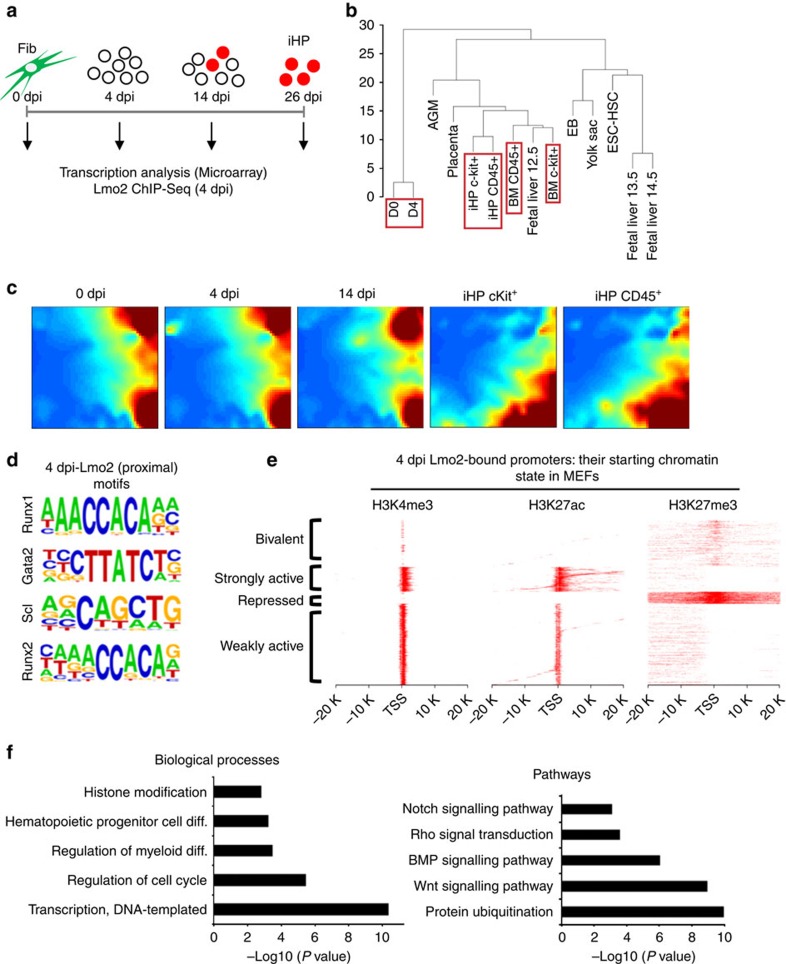
Transcriptional dynamics and Lmo2 genomic binding during iHP reprogramming. (**a**) Schema of the transdifferentiation procedure with days indicating when samples were collected for microarray and ChIP-Seq analyses. (**b**) Hierarchical clustering of D0, D4, iHP (Kit^+^ and CD45^+^ cells) and BM (Kit^+^ and CD45^+^ cells) with published HSPC microarray datasets^40^. Red boxes denote the samples generated in this study whereas the other samples are HSPCs from published datasets^40^. In brief, HSPCs from published datasets are VE-cadherin^+^CD45^+^ cells in AGM, Lin^−^Sca1^+^Kit^+^VE-cadherin^+^Mac-1^low^ cells in E12.5 foetal liver, CD45^+^Kit^+^CD34^mid^ cells in E12.5 placenta, Lin^−^Sca1^+^Kit^+^CD150^+^CD48^−^ cells in E13.5 and E14.5 foetal liver, CD41^+^Kit^+^CD34^+^ cells in yolk sac, Kit^+^CD41^+^ cells in day 6 embryoid bodies (EB), and CD41^bright^CD45^−^CD34^−^ ESC-derived HSC-like cells. (**c**) Dynamic gene expression during the microarray timecourse, as assayed by GEDI. The GEDI plots demonstrate a transition state in 14 dpi cells and a major change of the gene expression profile at 26 dpi cells during reprogramming. (**d**) Motif analysis for Lmo2-bound peaks at 4 dpi shows an enrichment of motifs recognized by other hematopoietic transcription factors. (**e**) Clustered heatmaps of MEF H3K4me3, H3K27ac and H3K27me3 signals at genomic regions bound by Lmo2 at 4 dpi. The heatmaps indicate that 4 dpi Lmo2 binds both closed and open chromatin. (**f**) GO analysis of Lmo2-bound genes; bar plots indicate *P* values of the overrepresented pathways and biological processes.

**Figure 6:**
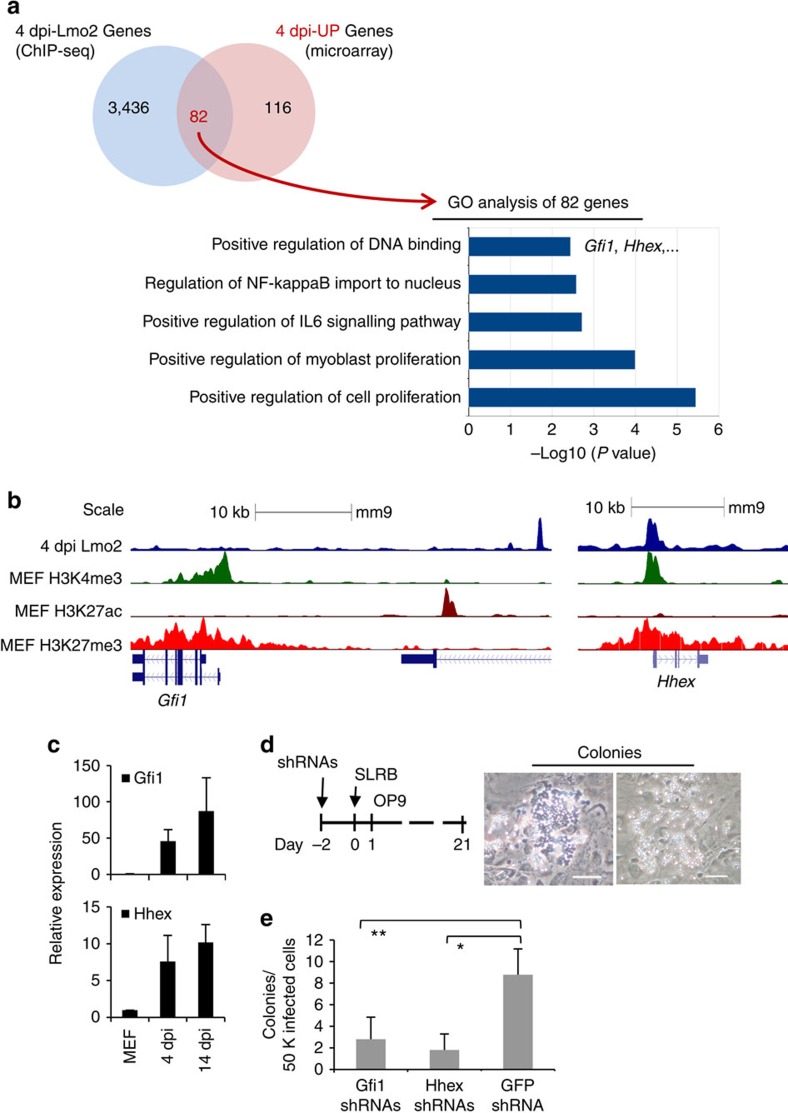
Lmo2 binds to *Hhex* and *Gfi1* to effectuate iHP reprogramming. (**a**) Venn diagram demonstrating the numbers of 4 dpi Lmo2-bound genes that are upregulated at 4 dpi cells and GO analysis of the 82 genes that both Lmo2-bound and 4 dpi upregulated. (**b**) Mouse genome screenshots demonstrating binding of Lmo2 on the *Gfi1* enhancer^70^ and the *Hhex* promoter at 4 dpi. (**c**) *Gfi1* and *Hhex* were upregulated at early stages of SLRB-iHP reprogramming; SLR factors were delivered in one polycistronic construct. Data shown are mean±s.d. of technical triplicates, representative of two independent experiments. (**d**) shRNAs against *Hhex* or *Gfi1* were introduced into fibroblasts 2 days before introducing the SLRB reprogramming factors; SLR factors were delivered in one polycistronic construct. Images are hematopoietic colonies representative of five independent experiments. Scale bar: 100 μm. (**e**) Knockdown of *Gfi1* or *Hhex* perturbs iHP reprogramming. 50,000 (50 K) MEFs were infected with SLRB and hematopoietic colonies (including cobblestone colonies and clusters of round cells, as shown in **d**) were enumerated at 21 dpi. SLR factors were delivered in one polycistronic construct. Data shown are mean±s.d. of five independent experiments. *GFP* shRNA was used as a non-targeting control; *P<0.001, **P<0.003 (two-tailed Student's *t*-test).

**Figure 7:**
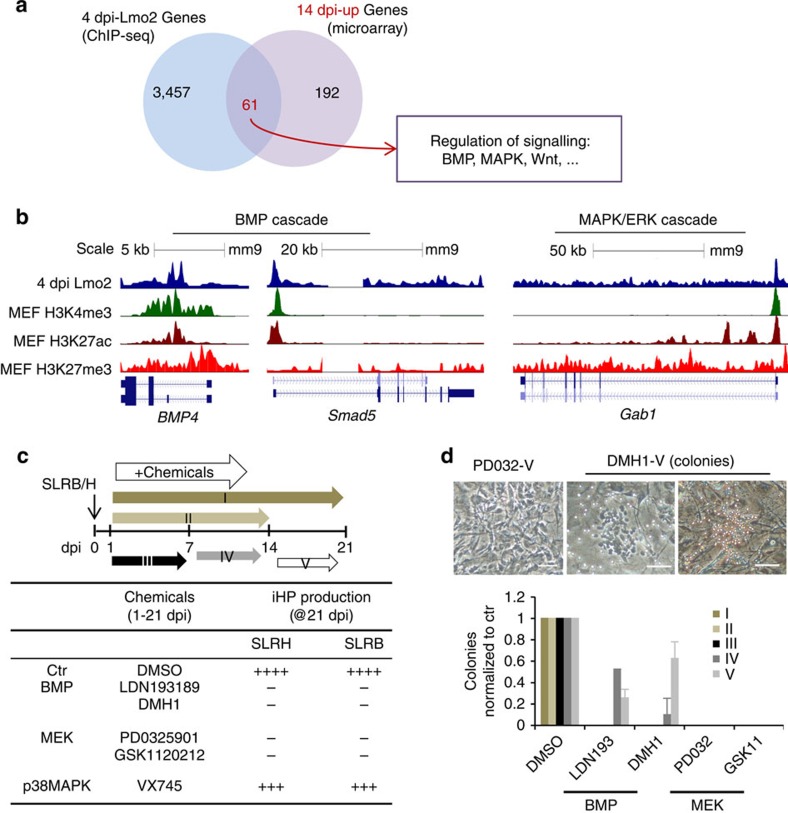
BMP and MAPK/ERK signalling cooperate to drive iHP reprogramming. (**a**) Venn diagram demonstrating the numbers of 4 dpi Lmo2-bound genes that were upregulated in 14 dpi cells. The box demonstrates enrichment of genes associated with various signalling pathways that both Lmo2-bound (4 dpi) transcriptionally upregulated (14 dpi). (**b**) Mouse genome screenshots demonstrating the binding of 4 dpi Lmo2 onto the promoters of various signalling components (for example, *Bmp4, Smad5,* BMP4 cascade; *Gab1*, MAPK-MEK cascade). These are representatives from a single experiment. (**c**) Addition of signalling pathway modulators during SLRB iHP reprogramming reveals that specific inhibition of either BMP or MEK pathways abrogates iHP formation; SLR factors were delivered in one polycistronic construct. LDN193189 (0.4 μM), DMH1 (1 μM), PD0325901 (0.8 μM) and GSK1120212 (0.4 μM) were added every other day from 1–21 dpi. These data are from four independent experiments. (**d**) BMP signalling is critical for iHP reprogramming at early stage (from 1–7 dpi), while MEK signalling is required throughout SLRB iHP reprogramming. SLR factors were delivered in one polycistronic construct. Pictures shown exemplify hematopoietic colonies observed at 21 dpi. The effects of various small-molecule inhibitors on hematopoietic colony formation was normalized to DMSO-treated control cultures (21 dpi). Images are representative of four independent experiments. Scale bar: 100 μm. Data shown were mean±s.d. of four independent experiments. Chemicals were added at different time windows (I, II, III, IV and V) as diagrammed in **c**.

**Figure 8:**
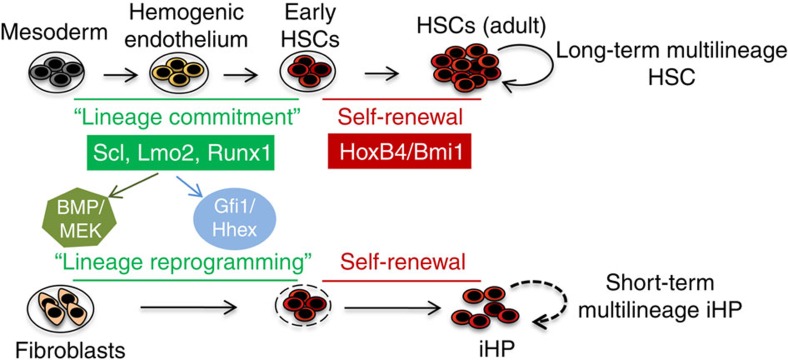
Model of hematopoietic reprogramming. Scl, Lmo2, Runx1 might act as ‘lineage commitment' regulators whereas Bmi1 or Hoxb4 might be ‘self-renewal' factors in HSC development. The hematopoietic reprograming activity of these transcription factors also jointly requires extracellular signals mediated through the BMP and MEK cascades. Finally, Lmo2 activates other hematopoietic transcription factors (for example, *Gfi1* and *Hhex*) to drive iHP reprogramming.

# Supplementary material for: Reprogramming mouse fibroblasts into engraftable myeloerythroid and lymphoid progenitors
**Source:** Nat Commun. 2016 Nov 21;7:13396. doi: 10.1038/ncomms13396
**Supplement:** Supplementary Information — Supplementary Figures 1-10, Supplementary Tables 1-2

Supplementary Figures and Tables

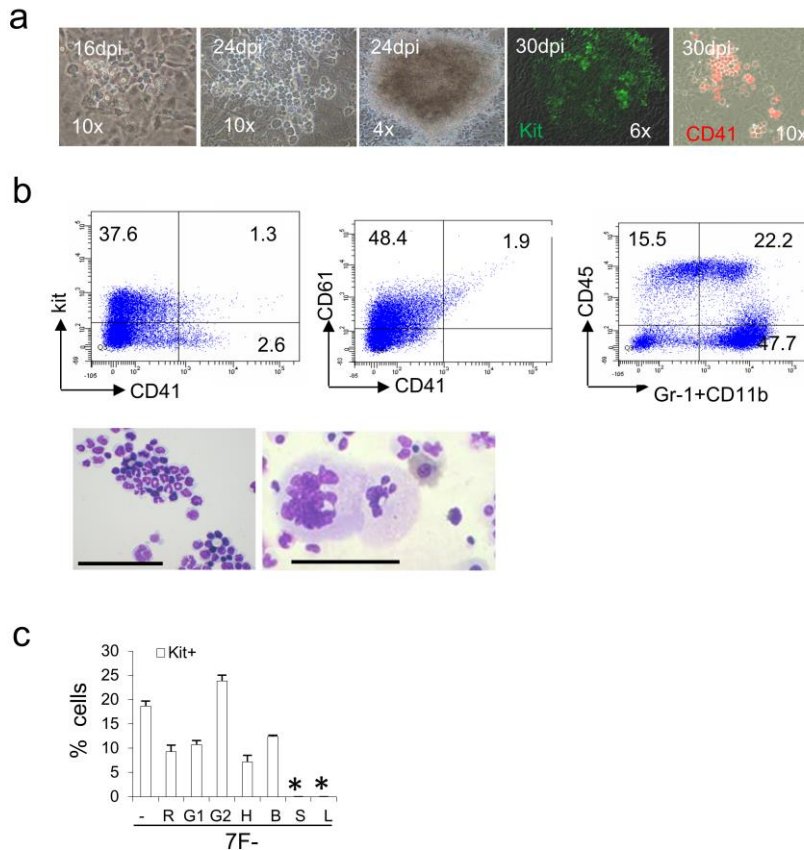

Supplementary Figure 1: Induced hematopoietic progenitors (iHP) in $p53^{-/-}$ MEF

(a) 7F-induced 'cobblestone' colonies as viewed under bright field and 'cobblestone' colonies stained positively with stem/progenitor markers: Kit and CD41. These images are representatives of three independent experiments in $p53^{-/-}$ background.

(b) FACS analysis of 35dpi 7F-induced suspension cells with hematopoietic markers and morphological characterization of these cells with Wright-Giemsa-Besidine staining. Scale bar: 100 μ m. These are representatives of three independent experiment in $p53^{-/-}$ background.

(c) Removal of S or L from cocktail (7F) failed to generate any hematopoietic-like round cells. Removal of other factors (R, G1, G2, H and B) individually permitted the production of Kit⁺ cells. Data are shown as mean $\pm$ SD (Standard deviation) of biological triplicates in $p53^{-/-}$ background.

These data are generated from factors in pMX vector.

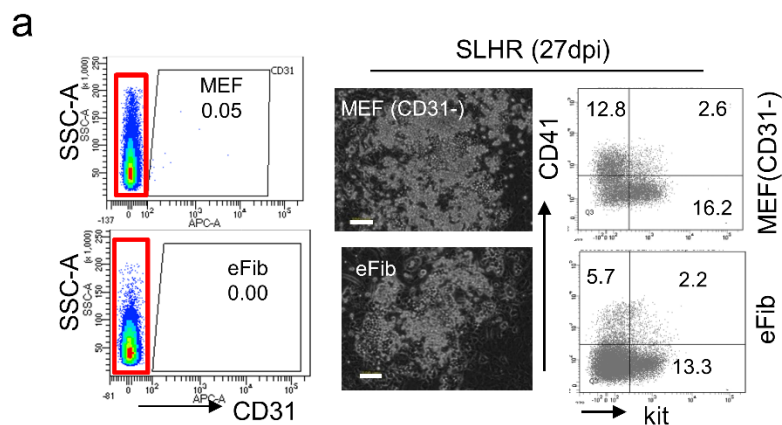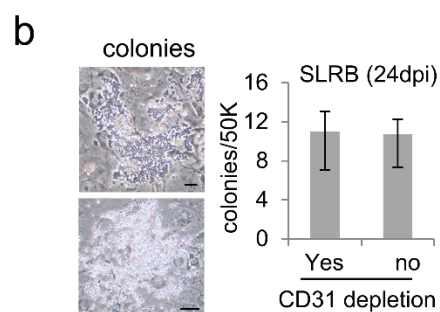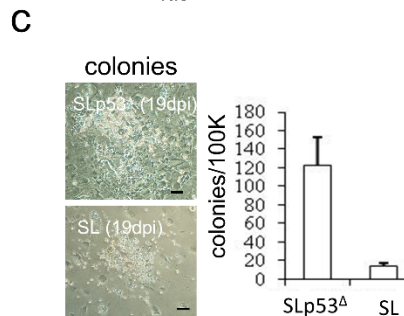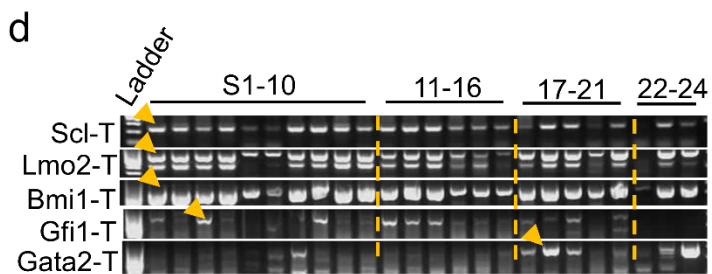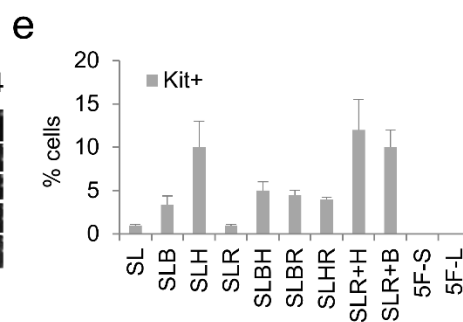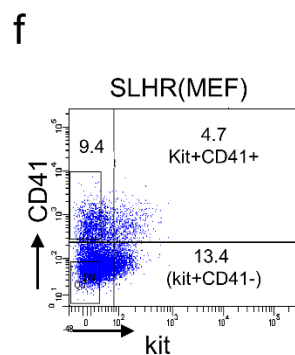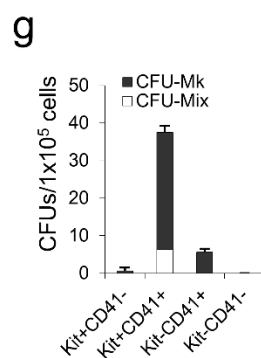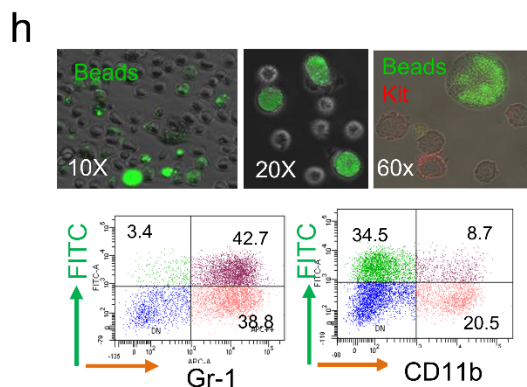

Supplementary Figure 2: iHP in wild type background

(a) iHP reprogramming from CD31 depleted MEF and eFib (ear Fibroblast). FACS showed residual CD31⁺ cells in MEF but no CD31⁺ cells in eFib. Hematopoietic colonies (cobblestone/round cells) and CD41/Kit cells were induced by SLHR from CD31-depleted MEF and eFib. Factors were in pMX vector and were delivered individually. These are representatives of four independent experiments.

(b) SLRB induced hematopoietic colonies and frequencies of these colonies from CD31-depleted MEF and CD31-undepleted MEF. Factors were in pMX vector. Polycistronic SLR was used. These data are from four independent experiments.

(c) Representative hematopoietic colonies in SLp53^Δ and SL infected MEF and frequencies of these colonies. S, L, p53^Δ stand for Scl, Lmo2 and p53DD in pMX vector. These data are from four independent experiments.

(d) Tran-gene integration in single CFU-colonies derived from FuW-TetO-7F-iHP. S1-10, S11-16, S17-21 and S22-24 represent individual single colonies from four independent experiments.

(e) H or B enhances SL on production of Kit⁺ cells. 27dpi suspension cells were analyzed by FACS. 5F: S, L, R, H and B (in pMX vector). SLHR and SLBR denote factors delivered individually. SLR+H and SLR+B stand for SLR in one polycistronic construct (polycistronic SLR) were delivered, together with H or B was singly delivered. Data are shown as mean $\pm$ SD of biological triplicate.

(f) Representative FACS of SLHR induced suspension cells (27dpi) with hematopoietic markers: Kit and CD41. Percentage of different population of cells are shown on the plot. Factors were in FuW-tetO vectors. This is representative of three independent experiments.

(g) Frequencies of CFU-Mk and CFU-mix colonies derived from CFU-Mk assay (collagen-based) using 27dpi SLHR-iHP cells. Colonies derived from different sorted subsets were shown as mean $\pm$ SD of biological triplicate. Factors were in FuW-TetO vector.

(h) Phagocytosis of FITC-latex beads of SLHR induced suspension cells. 50dpi SLHR induced suspension cells (>1 million) were used for analysis. Factors in pMX vector were individually delivered. These data are representative of three independent experiments.

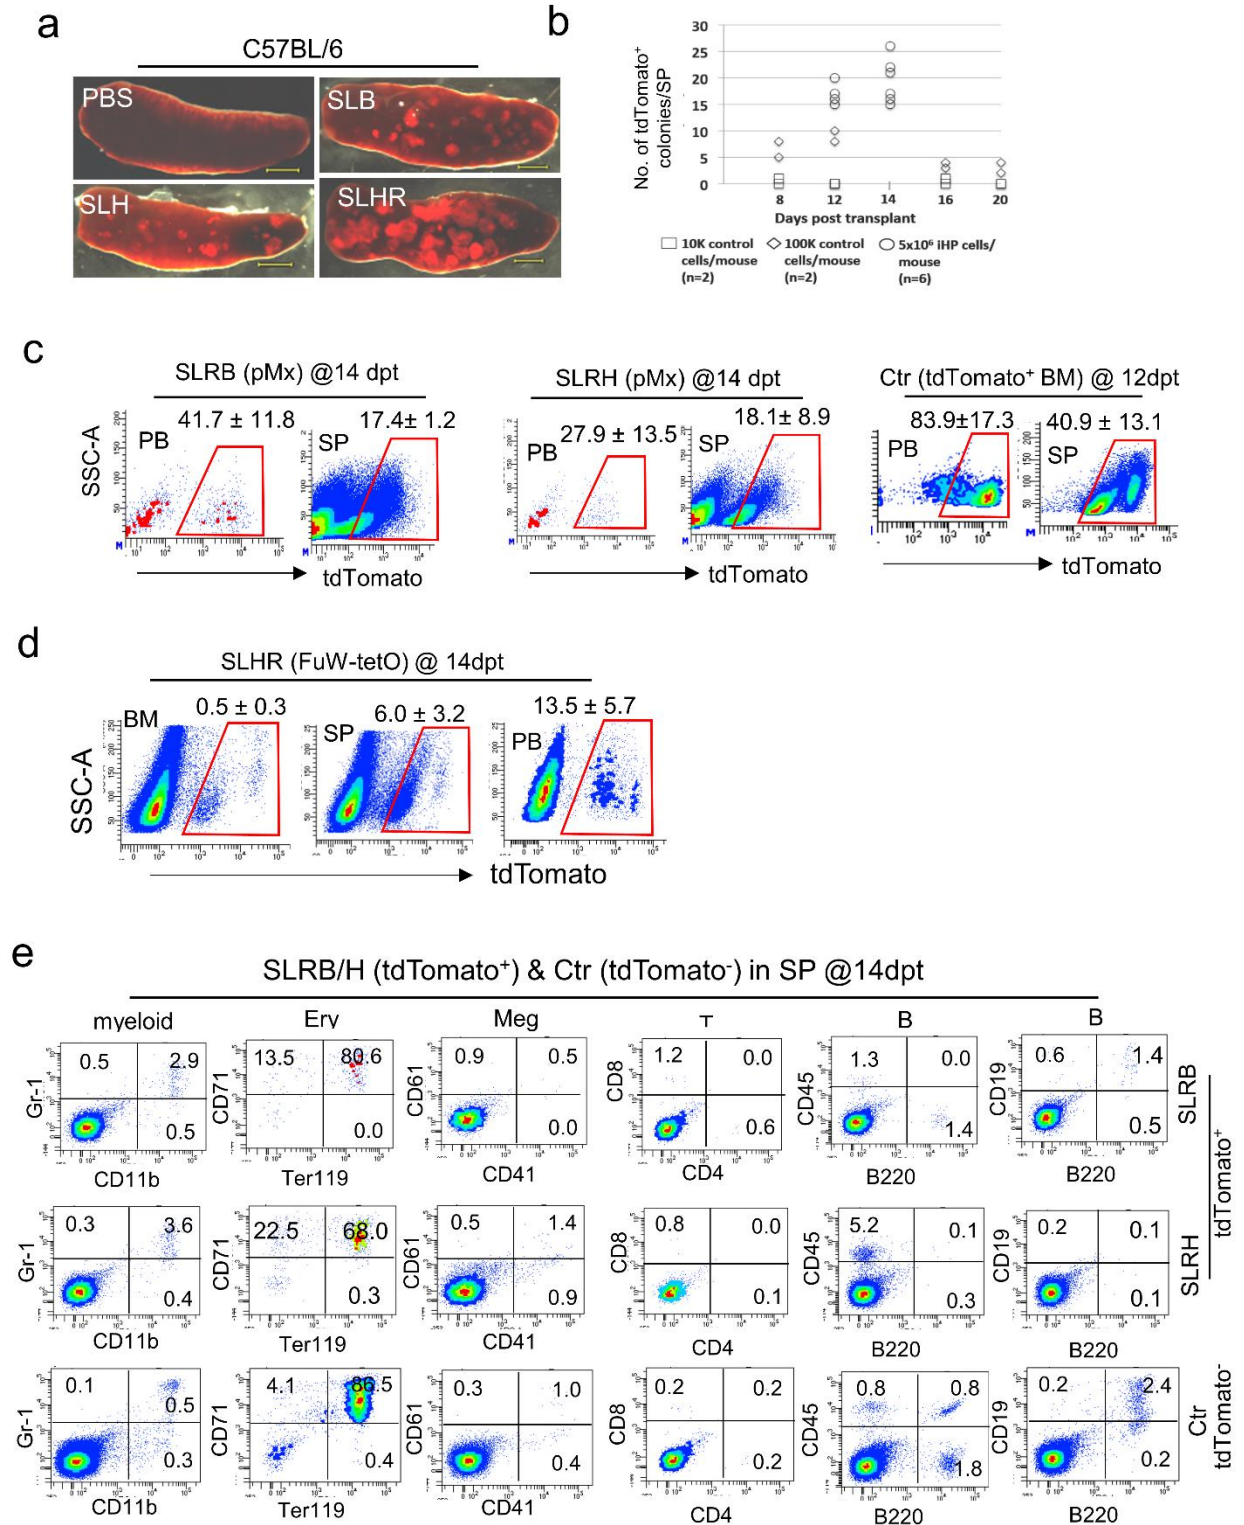

Supplementary Figure 3: *In vivo* engraftment at 12-14 days post transplantation

(a) tdTomato⁺ nodules or CFU-S formation in the spleen (SP) of tdTomato⁺-iHP cells transplanted C57BL/6 mice (12dpt, days post transplantation). For SLH-, SLB-, and SLHR-iHP cells: 5x10⁶ cells per mouse were transplanted. Factors in pMX vector were

individually delivered. Scale bar: 2mm. These are representative of three independent experiments.

(b) Summary of frequency of tdTomato⁺ nodules in the SP of SLHR-iHP cells transplanted C57Bl/6 mice (12dpt). tdTomato⁺ nodules are counted from one side of the spleen. These data generated from one single experiment.

(c) tdTomato⁺ cells detected in the SP and peripheral blood (PB) of SLRB/H-iHP cells (tdTomato⁺) and control BM cells (Ctr, tdTomato⁺) transplanted SCID mice (12-14 dpt). For SLRB/H-iHP cells: 2×10^6 cells per mouse were transplanted; for Ctr BM cells (tdTomato⁺), 2×10^5 cells per mouse were transplanted. Percentage of tdTomato⁺ cells are shown as mean $\pm$ SD (mice n=6 for each type of injected cells). Factors were in pMX and polycistronic SLR was used. These are from three independent experiments.

(d) tdTomato⁺ cells detected in the BM, SP and PB of FuW-TetO-SLHR-iHP cells (4×10^6 cells, tdTomato⁺) transplanted SCID mice (14 dpt). Dox were administrated during reprogramming (*in vitro*) and stopped after transplantation (no dox in *in vivo*). Percentage of tdTomato⁺ cells are shown as mean $\pm$ SD (mice n=5 for each type of cells). These are from two independent experiments.

(e) Multilineages contribution of SLRB/H-iHP cells (tdTomato⁺) in SP at 12-14 dpt. SCID mice were transplanted. Different lineage cells (tdTomato⁺) are stained with markers as shown on the plots. tdTomato⁻ recipient cells were presented as control (Ctr). Percentages of cells were presented on the plots. Factors were in pMX and polycistronic SLR was used. These are representatives of three independent experiments (mice n=6 for each type of cells).

a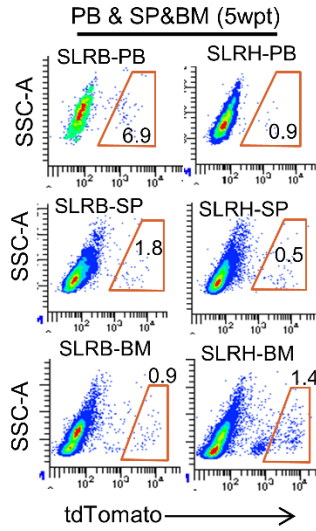**b**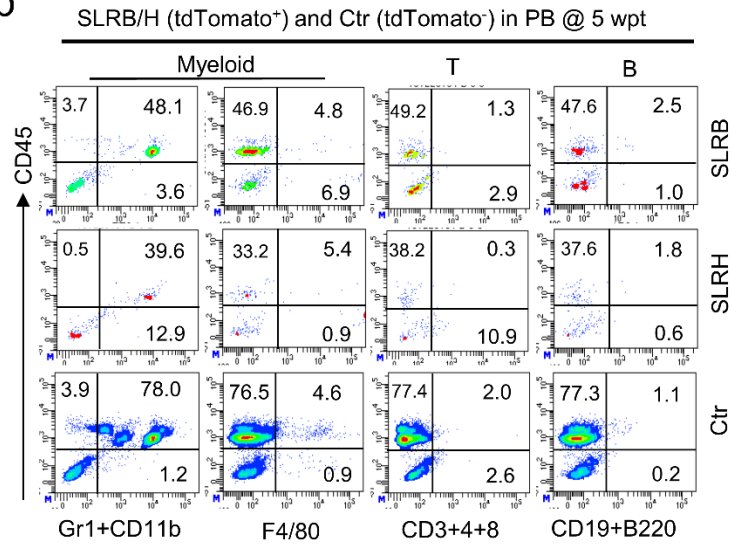**c**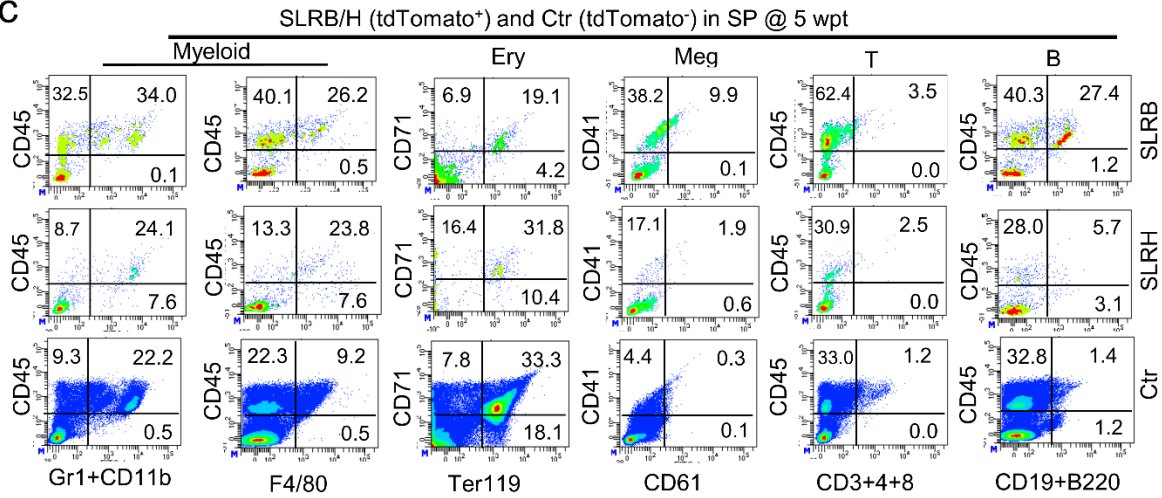**d**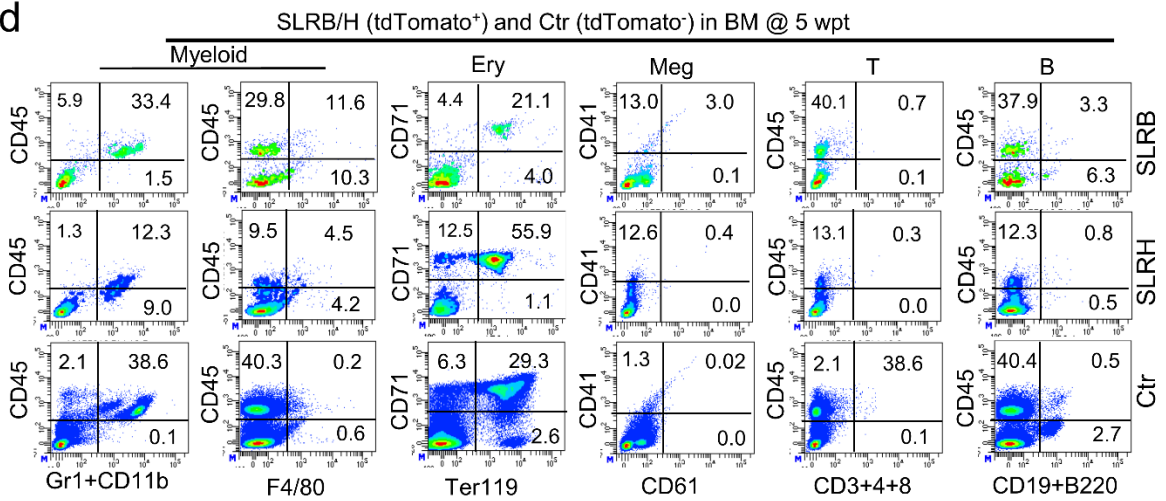

Supplementary Figure 4: SLRB/SLRH-iHP cells engraft at 5 weeks post transplantation (wpt)

(a) SLRH/B-iHP cells (tdTomato⁺) engraft in PB, SP and BM (bone marrow) at 5 wpt. Polycistronic SLR was used. Mice analyzed n=5 for each type of cells. These are representative of three independent experiments

(b) Lineages contribution of SLRB/H-iHP cells (tdTomato⁺) in PB at 5 wpt. Myeloid and lymphoid markers and percentages of cells were shown on the plots. Recipient PB cells (Ctr, tdTomato⁻) were presented as ctr. Mice analyzed n=5 for each type of cells. Polycistronic SLR factors are used. These are representative of three independent experiments.

(c) Multilineages contribution of SLRB/H-iHP cells (tdTomato⁺) in SP at 5 wpt. Different lineage cells (tdTomato⁺) are stained with markers as shown on the plots. tdTomato⁻ recipient cells were as control (Ctr). Mice analyzed n=5 for each type of cells. Polycistronic SLR was used. These are representative of three independent experiments.

(d) Multilineages contribution in the BM of SLRB/H-iHP cells (tdTomato⁺) at 5 wpt. Mice analyzed n=5 for each type of cells. Polycistronic SLR was used. These are representative of three independent experiments.

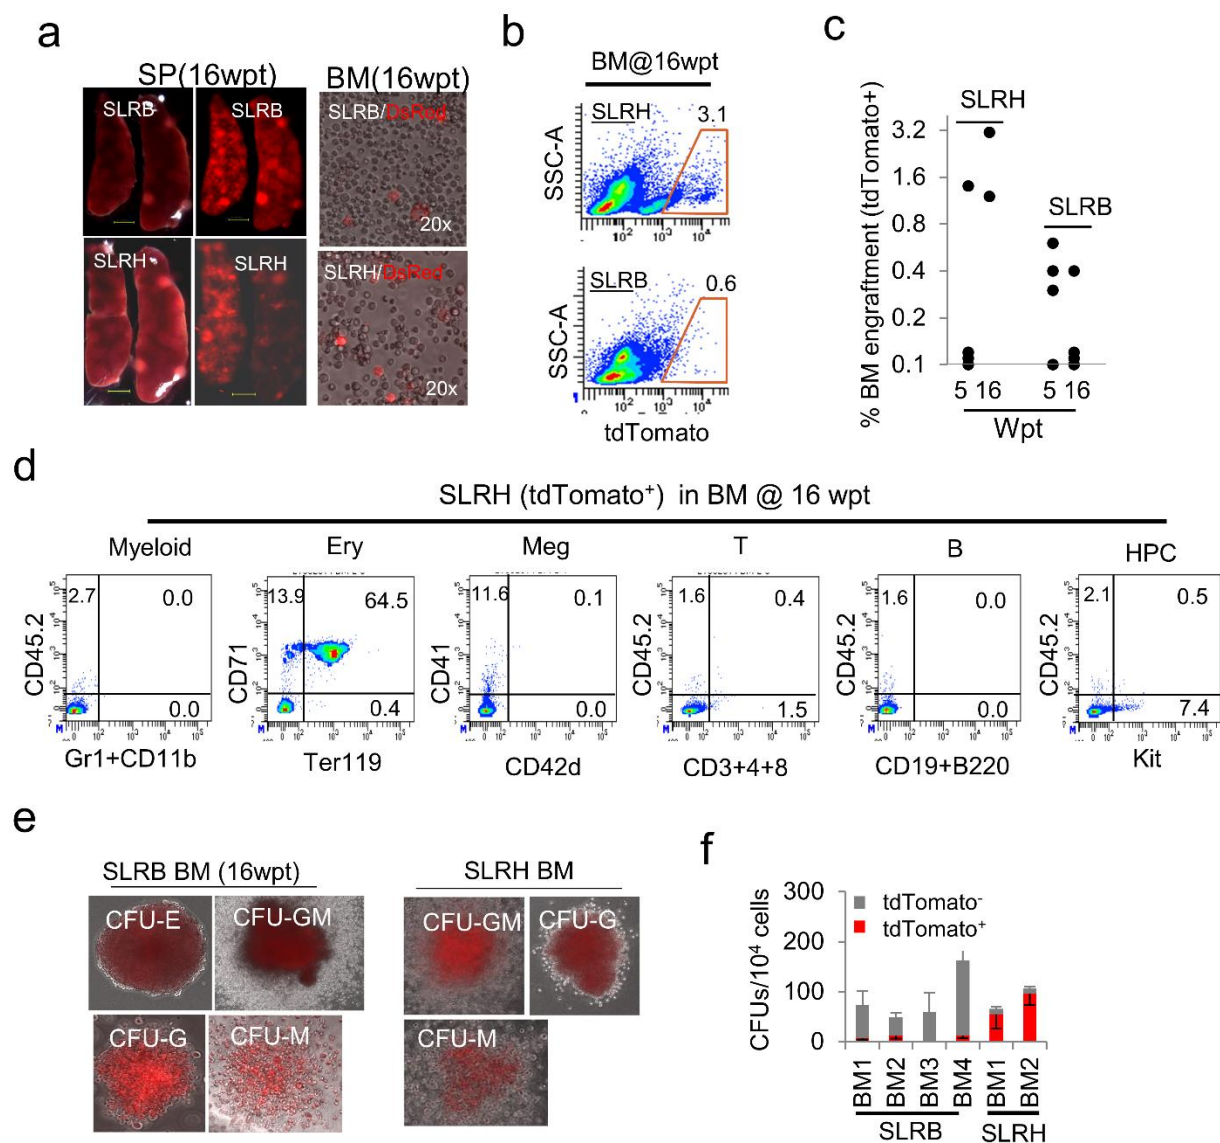

Supplementary Figure 5: SLRB/SLRH-iHP cells engraft up to 16wpt *in vivo*

(a) Representative pictures showing SLRH/B-iHP (tdTomato⁺) cells engraft in 16 wpt SP and BM. Polycistronic SLR was used. These are representative of three independent experiments.

(b) SLRH/B-iHP (tdTomato⁺) cells engraft in BM at 16 wpt. Polycistronic SLR was used. These are representative of three independent experiments.

(c) Summary of SLRH/B-iHP (tdTomato⁺) cells engraftment in BM at 5 wpt (mice n=5 for each type of cells) and 16wpt (mice n=3 for SLRH iHP, n=9 for SLRB-iHP). Only

tdTomato⁺ cells $\geq 0.1\%$ were shown in the plot. Polycistronic SLR was used. These data are from three independent experiments.

(d) SLRH-iHP (tdTomato⁺) cells in 16wpt BM contributed predominantly to CD71⁺Ter119⁺ cells, followed by CD41⁺ cells and kit⁺ cells, with few CD45⁺ cells, and no lymphoid positive cells. Polycistronic SLR was used. These are representative of two experiments.

(e) Representative tdTomato⁺ CFU-E, -GM or -G/M colonies derived from 16 wpt BM. Total BM cells (of SLRB/H transplanted mice) were used for CFC assay. Polycistronic SLR was used. These are representative of two experiments.

(f) Frequency of tdTomato⁺/TdTomato⁻ colonies observed in CFC assay of 16 wpt total BM cells. BM1-4 denote BM cells from mice 1-4. Low no of SLRB-iHP derived tdTomato⁺ colonies were detected in 16 wpt BM. SLRH-iHP cells derived tdTomato⁺ colonies were the major colonies in their respective BM. Data were mean $\pm$ SD of biological triplicate. These is from single experiment

a

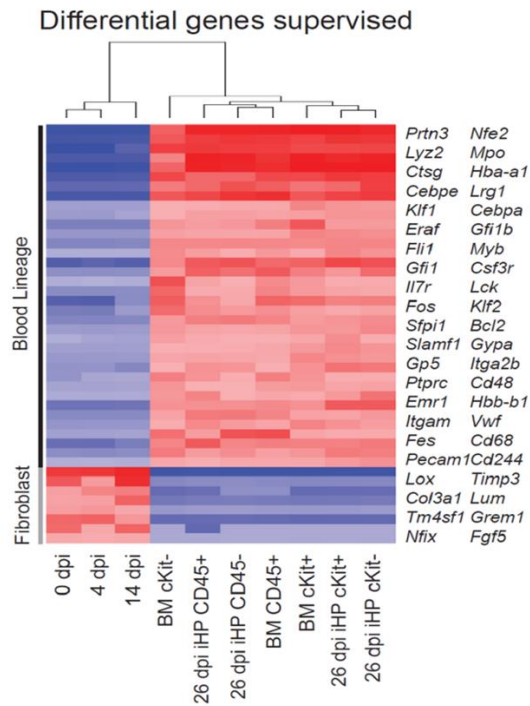

b

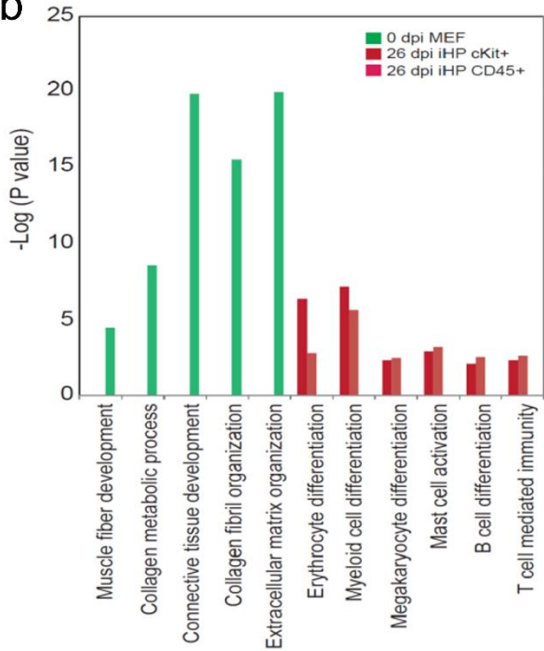

c

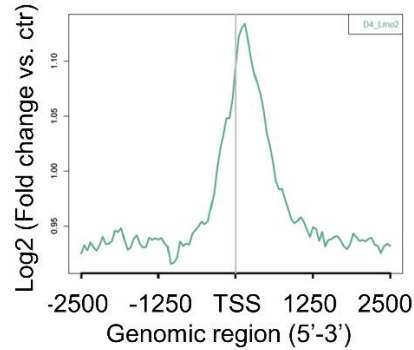

d

Number of Input Reads	19022071
Number of Uniquely mapped Reads	15735516
% of Uniquely Mapped Reads	82.72%

e

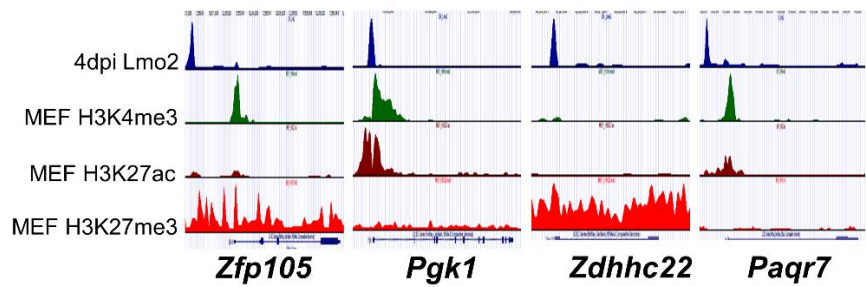

Supplementary Figure 6: Microarray and ChIP-seq analysis of iHP and intermediates

(a) Heatmap generated from supervised differential genes expression analysis. iHP showed increased expression of genes that are characteristic of blood lineage compared to 0dpi cells, 4dpi cells and 14dpi cells. 14dpi cells show minimal expression of genes characteristic of blood progenitor cells and high expression of genes characteristic of fibroblast lineage instead. Data drawn from the average of two independent experiments.

(b) Highly enriched genes in microarray (Fold change > 2, FDR < 0.01) were subjected to gene ontology analysis using BiNGO. 0dpi cells show high enrichment of fibroblasts' functions, represented by green bars, whereas reprogrammed c-Kit⁺ and CD45⁺ show high enrichment of blood functions, represented by red and orange bars respectively. This clearly indicates the switch in the cells' fate.

(c) Binding profile of 4dpi Lmo2 ChIP-Seq shows a high enrichment of mapped reads around the TSS

(d) The mapping statistics of 4dpi Lmo2 shows a high percentage of uniquely mapped reads. This indicates that the library is reliable for analysis

(e) UCSC screenshots showing examples of Lmo2 bound genes at different chromatin states

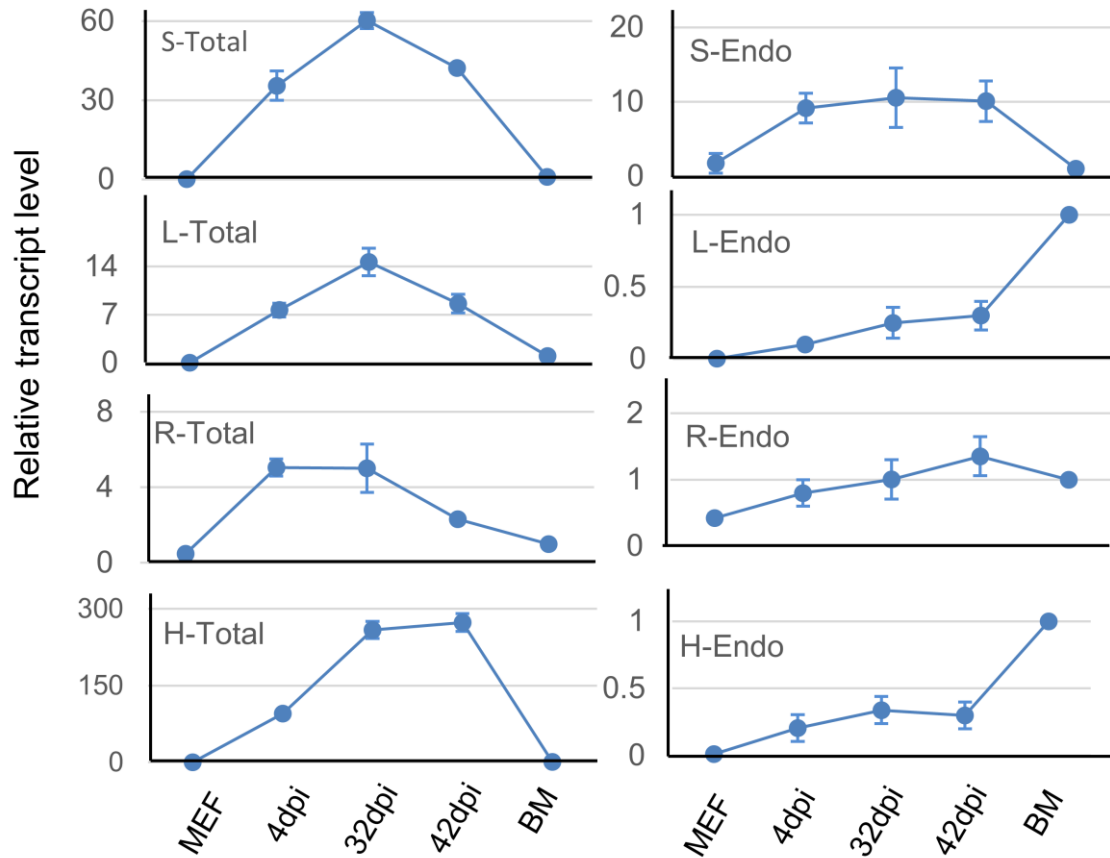

Supplementary Figure 7: Activation of endogenous factors during iHP reprogramming

Total (including transgenes and endogenous genes) and endogenous (Endo) expression of Scl (S), Lmo2 (L), Runx1 (R) and HoxB4 (H) were analyzed at early stage (4dpi) and late stages (32 dpi and 42 dpi suspension cells). MEF and Bone marrow (BM, Kit+) cells were used as controls. Factors (S, L, R and H) were in pMx vector. Data were as mean $\pm$ SD of technical triplicate. These are representative of two experiments.

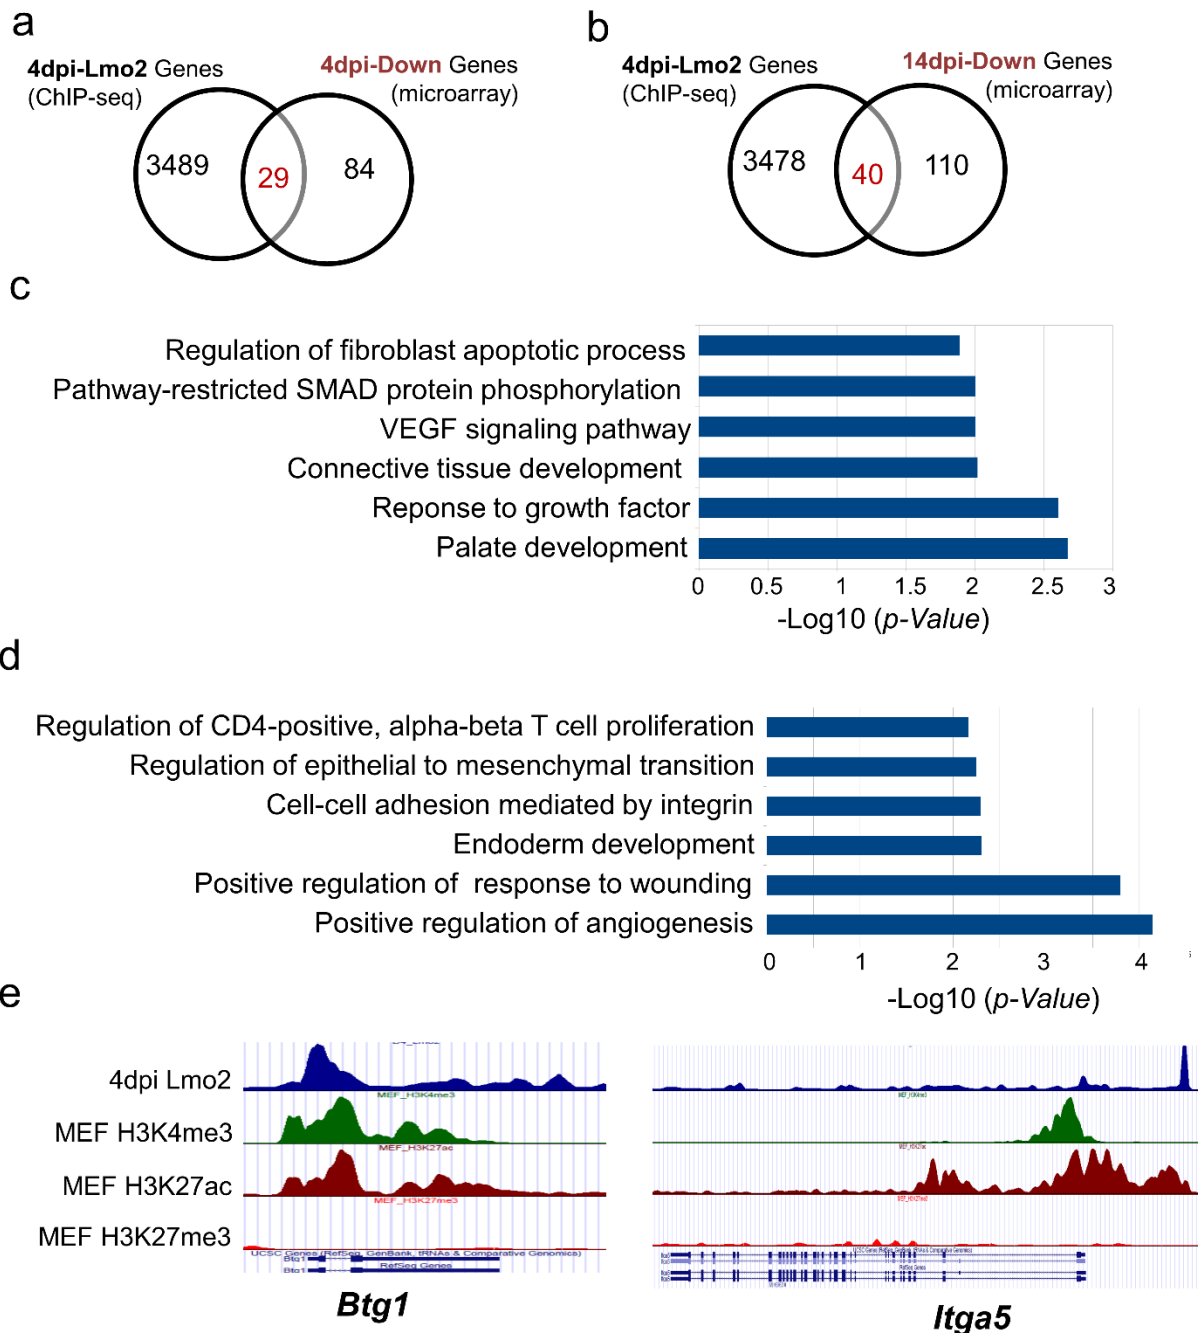

Supplementary Figure 8: Intersectional analysis of 4dpi Lmo2-bound genes and 4dpi /14dpi downregulated genes

(a) Venn diagram demonstrating the numbers of 4dpi Lmo2-bound genes that are downregulated at 4 dpi cells.

(b) Venn diagram demonstrating the numbers of 4dpi Lmo2-bound genes that are downregulated at 14 dpi cells.

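Itga5, which encodes a subunit of the fibronectin receptor, had an Lmo2 peak of 30.2 tags at 15.4-fold over input, 5.36 kb upstream of its start, at 103202429 to 103202685 on chromosome 15 of mm9. The central 200 bp of this peak held 4 matches to the Runx motif. Btg1, an antiproliferative gene, had a peak of 13.2 tags at 10.1-fold over input in its 5′ UTR, 0.243 kb from its start, at 96079750 to 96080006 on chromosome 10. The Btg1 peak held no Runx motif or E-box, and fell short of 15 tags.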

- (c) GO analysis of 29 genes that 4dpi Lmo2 bound and downregulated at 4dpi
- (d) GO analysis of 40 genes that 4dpi Lmo2 bound and downregulated at 14dpi
- (e) UCSC screenshots demonstrating the binding of 4dpi Lmo2 on promoter of *Btg1* (4dpi downregulated) and *Itga5* (14 dpi downregulated). These are representatives from a single experiment.

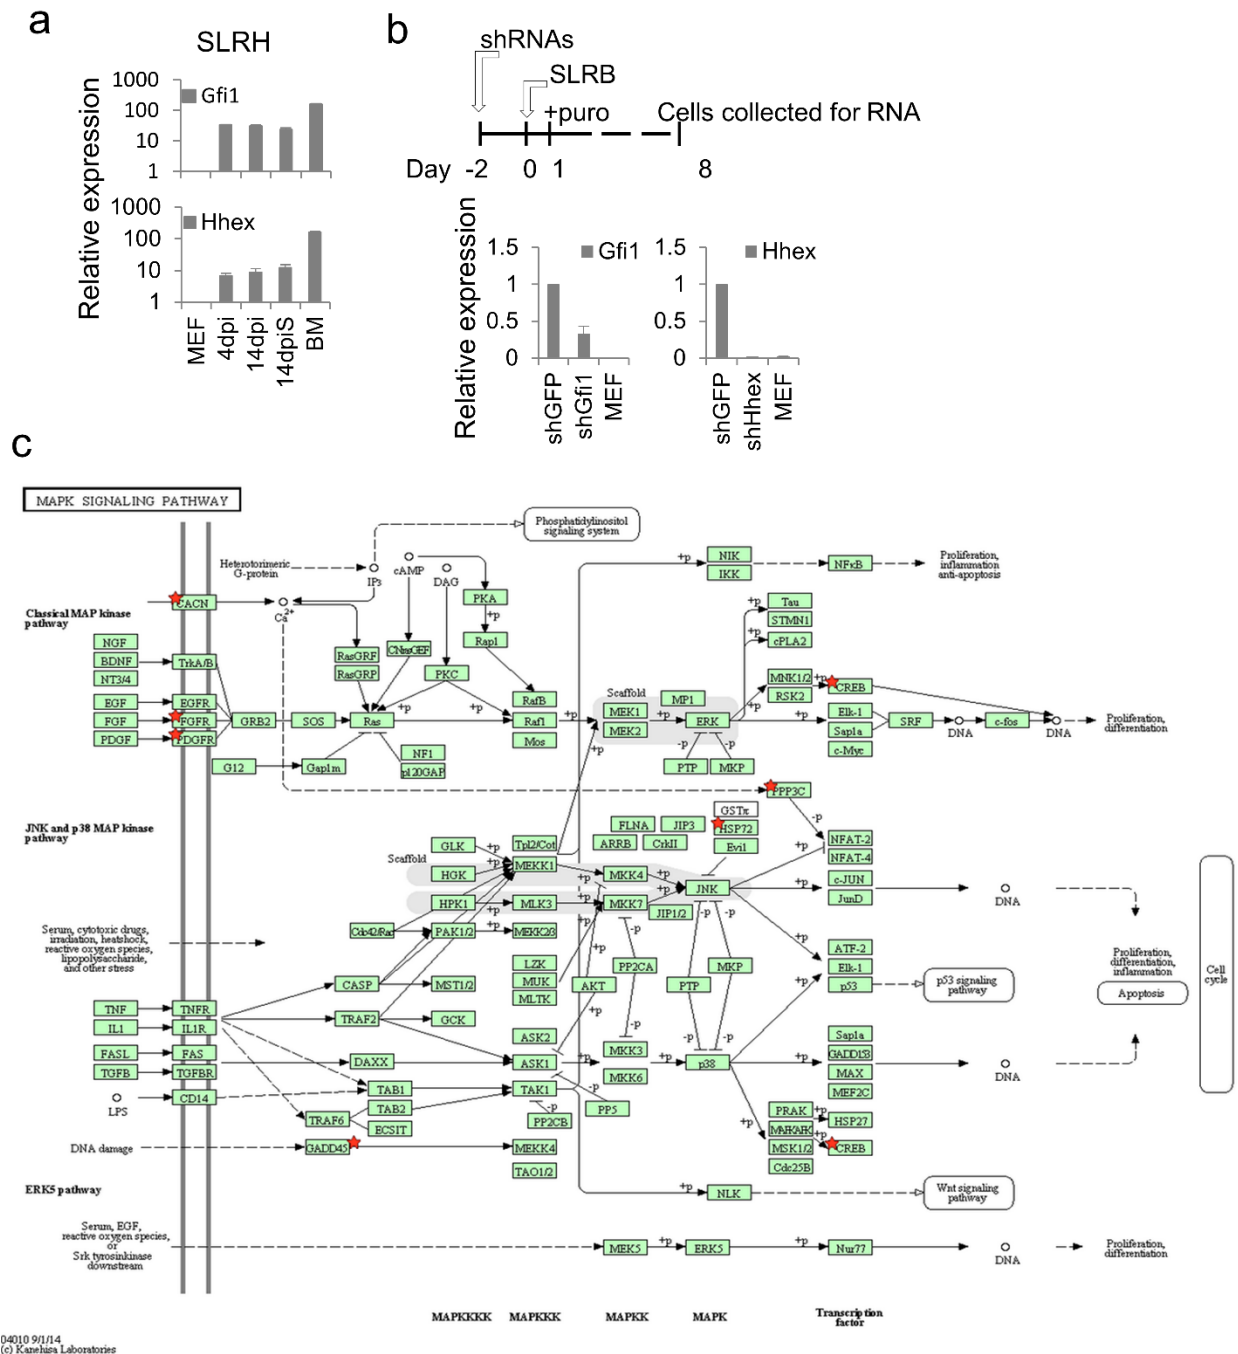

Supplementary Figure 9: 4dpi Lmo2-bound genes that are 4dpi/14dpi upregulated

(a) Validation of expression of Lmo2-bound genes *Gfi1* and *Hhex* at early stage of iHP reprogramming. tdTomato⁺ MEF were infected by SLRH and cells were collected for RNA analysis at indicated time course. 14dpi are from SLRH infected tdTomato⁺ cells at 14dpi without OP9 co-culture, 14dpiS are from sorted SLRH infected tdTomato⁺ cells from OP9 co-culture. Polycistronic SLR was used. Data shown as mean $\pm$ SD of technical triplicate. These are representative of two experiments.

(b) Evaluation of knockdown efficiency of shRNAs constructs of *Gfi1* and *Hhex*. A combination of ShGfi1-1& -2 (two shRNA constructs) or shHhex-1 & -2 (two shRNA constructs) were used for experiments, respectively. GFP shRNA was used as non-targeting control. Data shown are mean $\pm$ SD of technical triplicates. Polycistronic SLR was used. These are representative of two independent experiments.

(c) MAPK pathway map generated using DAVID. Genes, which are bound by Lmo2 and upregulated at 14 dpi cells, were uploaded to DAVID. The KEGG pathways enriched in these genes were identified. The red stars denote identified genes and their role in the pathway.

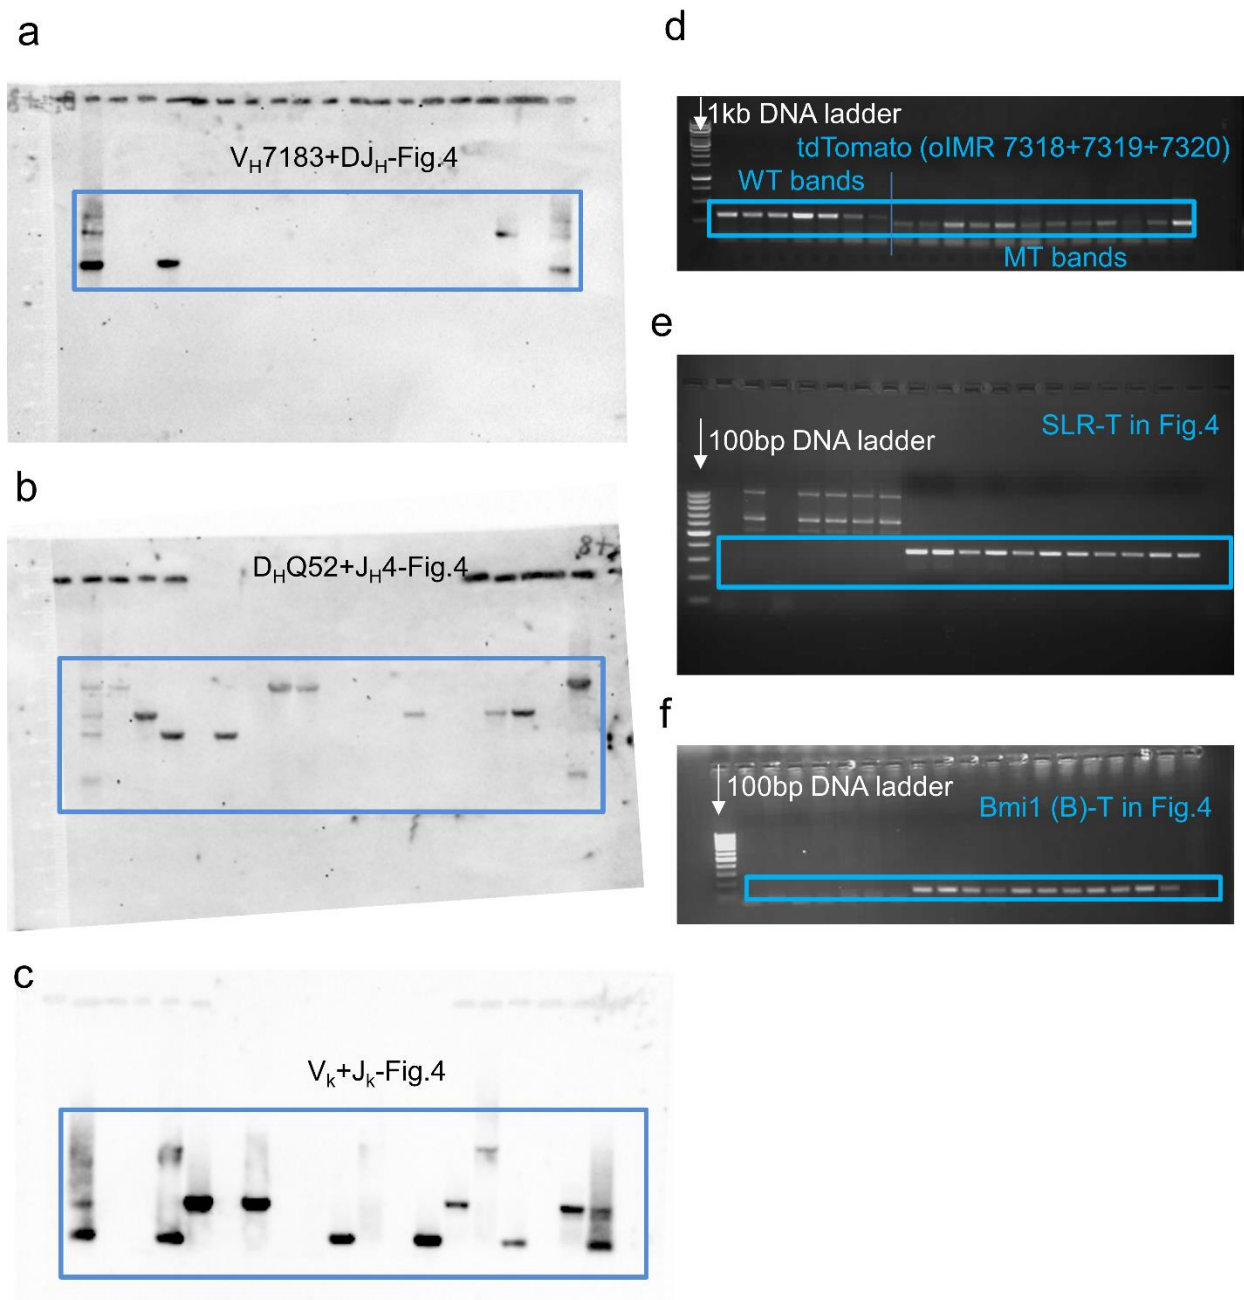

Supplementary Figure 10: Full blots and gel pictures used in Fig.4

a-c) Full southern blots used in Fig.4

c-d) Full gel pictures used in Fig.4

Supplementary Table 1. Representative genes that 4 dpi Lmo2 bound and up regulated at 4 dpi or 14 dpi during iHP reprogramming

**Genes**	**Distance to TSS	*D4/14 vs D0 (FC)	**Genes**	**Distance to TSS	*D14 vs D0 (FC)
<i>Gfi1</i>	-33501	1.95*	<i>Bmp4</i>	2557	5.72
<i>Hhex</i>	-379	1.20*	<i>Gab1</i>	672	2.35
<i>Gata2</i>	4534	1.79	<i>Wnt5a</i>	14352	2.72
<i>Tcf3</i>	-285	2.07	<i>Bmpr1a</i>	-5811	1.88
<i>CD41</i>	-263	1.36	<i>Tgfbr1</i>	-10486	1.40
<i>Ebf3</i>	-7223	1.12	<i>Tgfbr2</i>	-43490	1.80
<i>Lgr5</i>	1424	1.97	<i>Wisp1</i>	-29523	1.61
<i>Egr1</i>	26830	1.78	<i>Dkk3</i>	20445	1.49
<i>Csf2ra</i>	20710	1.49	<i>Vegfa</i>	69099	1.35
<i>Fos</i>	12950	6.09	<i>Angpt1</i>	-628	1.16
<i>Nfib</i>	-5203	3.13	<i>Stat1</i>	-5526	2.02
<i>Fosb</i>	-6751	2.81	<i>Stat3</i>	-210	1.14
<i>Igf1</i>	53	8.18	<i>Notch1</i>	-28213	1.46

* microarray data: D4 vs D0 are in blue, D14 vs D0 are in black (FC: fold change)

** 4dpi Lmo2 ChIP data: distance of 4dpi Lmo2 binding site from the transcriptional starting site (TSS) of the gene

Supplementary Table 2. Primers for cloning, genotyping, qPCR and V(D)J recombination

**Primers for cloning**	Sequence (5' -> 3')
Scl_Fw (BamHI/PacI))	GCCTGGAGAAGGATCCTTAATTAAGCC<br>ACCATGACGGAGCGGCCGCCGA
Scl_F2A_Rv	TCCCGCCAACTTGAGAAGGTCAAAATT<br>CAAAGTCTGTTTCACGCCAGAACCCCG<br>GGGGCCAGCCCCATCA
F2A_LMO2_Fw	TCTCAAGTTGGCGGGAGACGTGGAGT<br>CCAACCCAGGGCCCATGTCCTCGGCC<br>ATCGAAA
LMO2_T2A_Rv (BamHI/<br>EcoRI)	CGGGATCCAGAATTCTTGGGCCAGGA<br>TTCTCCTCGACGTCACCGCATGTTAGC<br>AGACTTCCTCTGCCCTCTCCGGAGCCT<br>ATCATCCCATTGATCTTAGTCCA
**shRNA target sequences**	
shGfi1-1	GCAAAGCTCATCATGGTTA
shGfi1-2	GGAACCTCGTTCCTTTGAA
shHhex-1	GCCTTAACTCCAAAGCCAT
shHhex-2	GCCCAGTGAACAGAATAAA
shGFP	GTTCACCTTGATGCCGTTC
**Primers for qPCR**	
β-major globin Fw	CACAACCCCAGAAACAGACA
β-major globin Rv	CTGACAGATGCTCTCTTGGG
ε-globin Fw	GGAGAGTCCATTAAGAACCTAGACA
ε-globin Rv	CTGTGAATTCATTGCCGAAGTGAC
βH1 Fw	CTCAAGGAGACCTTTGCTCA
βH1 Rv	AGTCCCCATGGAGTCAAAGA

Gfi1 Fw	AGAAGGCGCACAGCTATCAC
Gfi1 Rv	GGCTCCATTTTCGACTCGC
Hhex Fw	CGGACGGTGAACGACTACAC
Hhex Rv	CGTTGGAGAACCTCACTTGAC
Gapdh Fw	TGGCAAAGTGGAGATTGTTGCC
Gapdh Rv	AAGATGGTGATGGGCTTCCCG
Scl-Total (To)-Fw	CACTAGGCAGTGGGTTCTTTG
Scl-(To)-Rv	GGTGTGAGGACCATCAGAAATCT
Scl-(Endogenous, Endo)-Fw	CGGTGATGCGTCTGGGGCTG
Scl-(Endo)-Rv	ACCTGCCCTGAAGCCCAGCA
Lmo2-(To)-Fw	GGAGAGACTATCTCAGGCTTTTTGG
Lmo2-(To)-Rv	ATCCGCTTGTCACAGGATGC
Lmo2-(Endo)-Fw	ATCTAGGCCAGAGTCCCAGGCAC
Lmo2-(Endo)-Rv	GTGAAGACCACACCGAGACGGC
Runx1-(To)-Fw	CGAAGACATCGGCAGAACT
Runx1-(To)-Rv	GAGGCTGAGGGTTAAAGGCA
Runx1-(Endo)-Fw	GCGGCCCTACTGAGCTGAGC
Runx1-(Endo)-Rv	TCCAAGGGCCCTCCTGGCG
HoxB4-(To)-Fw	GTGAGCACGGTAAACCCCAAT
HoxB4-(To)-Rv	CGAGCGGATCTTGGTGTTG
HoxB4-(Endo)-Fw	AGTAGGAGGGCTTTCGGAAACAGGA
HoxB4-(Endo)-Rv	CGGAGGGAACTTGGGGTCGACATA
**Primers for transgenes (for both qPCR and integration)**	
pMx-1811s (paired with below	GACGGCATCGCAGCTTGGATACAC

gene Rv)	
LNCX 5' (For FUW vector paired with gene Rv)	AGCTCGTTTAGTGAACCGTCAGATC
hLmo2-721Rv:	GCTTCTGACAGGCGGCGCAT
mScl-2180Rv (for Scl-T and <u>SLR</u> -T)	AGCTTCGGCTGCTACTGCGTCG
hRunx1-2225Rv	AGCGATGGGCAGGGTCTTGTTGCAG
hBmi1-1943Rv	GATTCTCGTTGTTTCGATG
**Primers for tdTomato genotyping**	
oIMR7318	CTCTGCTGCCT CTGGCTTCT
oIMR7319	CGAGGCGGATCACAAGCAATA
oIMR7320	TCAATG GGCGGGGGTCGTT
**Primers for PCR of V(D)J recombination**	
V _H 7183	GTGGAGTCTGGGGGAGGCTTA
D _H Q52	CCACAGGCTCGAGAACTTTAGCG
J _H 4e/R	AGGCTCTGAGATCCCTAGACAG
V _k F	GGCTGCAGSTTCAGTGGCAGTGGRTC<br>WGGRAC
J _k 5R	ATGCGACGTCAACTGATAATGAGCCCT<br>CTCC
**Internal probes for PCR of V(D)J products**	
J _H 4 probe	CTATGGACTACTGGGGTCAAGGAAC
Upstream J _k 5 probe	ACCAAGCTGGAGCTGAAACGTAAGTAC<br>AC

How the deposited data were processed for this re-analysis (not part of the article)

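Lmo2 binding was measured by ChIP-seq in tdTomato+ MEFs infected with SLHR at 4 dpi, in 1 Lmo2 library with 1 input library as control. Of the study's deposited data, the Lmo2 peak list is the only file processed here, and the histone marks and microarrays of the paper were not analysed. Nothing was grouped or compared between samples, since there is 1 Lmo2 library and no replicate. According to the header of the deposited list, the authors called peaks with HOMER from 15581529 tags, with fragments of 132 bp, a false discovery rate of 0.001, at least 4-fold and a Poisson p of 0.0001 over input and over the surrounding 10000 bp, and a limit of 2 on clonal tags. No version of HOMER or STAR is stated in the paper's text or in the header.

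The signal values in the deposited list are tag counts, which the authors' tool normalized to 10000000 tags for the Lmo2 library, and tags of the Lmo2 library and of the input in the same region, the former scaled by the authors to the input total. The score values are the authors' unscaled tag pile-up at the peak. The fold values, over input, over the local background and over the expected clonal positions, are ratios the authors' tool computed before the list was deposited. The focus ratio is a fraction given by the authors, the share of tags on the appropriate side of the peak centre, with a median of 0.76 over the peaks. The p-values of the deposited list are the authors' Poisson p-values over input and over the local background, not adjusted for the number of peaks, and were not used here. No raw reads were processed, so the precision of a single peak's tag count could not be computed. The depth of the input was not derived from the scaled tags. At the threshold of 13 unscaled tags, sites of weaker binding are below detection.

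Peak positions were read as 1-based and inclusive, and 4 of the 6868 peaks lie on unplaced contigs and were left out wherever a gene or sequence was needed. Gene models were those of GENCODE on the NCBIM37 assembly (mm9), restricted to protein-coding genes, with 75 genes added because RefSeq calls them protein-coding. RefSeq of the later assembly was used for names and biotypes only. A gene was Lmo2-bound if a peak overlapped by at least 1 bp the window from 35 kb upstream of its TSS to its end, the paper's rule. Some models of this release span several genes. The model of Gm20388 held 48 peaks, the most of any gene, and that of Fgfr2 held 12. Promoters were taken from 1000 bp upstream to 100 bp downstream of a TSS. The class of peaks in repeats, which was part of the plan, was not computed, since the sequence at hand carries no repeat marking.

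The gene lists (cell cycle, hematopoietic transcription factors, histone modifying enzymes, protein ubiquitination, 6 signalling lists, AP-1 and immediate early factors, extracellular matrix, and markers of 11 cell types), the motifs, the tests and the rule for naming genes were set before the data were examined, with the paper's text and tables already read. Of 740 list symbols, 16 were found under an older symbol and 4 were not found. Named genes were every gene the paper ties to Lmo2 binding, the genes at the 10 peaks with the highest tag counts, leaving out those that the available part of Supplementary Data 1 annotates as repeats or rRNA, and in each list up to 4 bound members with the highest tag count. The number of bound members of each of the 23 lists was compared with 10000 random lists matched on window length in 10 bins. A list was called above or below when its count lay outside the 2.5 to 97.5 percentile range. The number expected outside by chance is on average at most 1.15 of 23 lists, and more can fall outside in a single set of lists.

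Motifs were searched in 200 bp around each peak centre and in windows 2 kb to either side, and compared by two-sided Fisher's exact tests, adjusted over the 11 motifs by the method of Benjamini and Hochberg at a threshold of 0.05. Distances to the TSS and clusters of peaks were set beside 100 seeded sets of random positions. Tag counts of genomic classes were compared by permutation tests on the difference of medians with 100000 resamples, and chromosome X with the autosomes by an exact binomial test. Shares carry exact (Clopper-Pearson) 95% intervals. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, samtools 1.23.1, BLAST+ 2.17.0 for similar sequences in mm9, and matplotlib 3.10.9 for figures. The procedures were tested on simulated data with known answers, which were recovered in 12 of 12 tests.

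Alternatives covered stricter peaks (at least 15 tags, at least 8-fold over input, or a focus ratio of at least 0.8), peaks over 100 tags left out, gene windows of 10 kb or of 1 kb either side of the TSS, the gene of the nearest TSS, the peak centre in place of any overlap, random lists without matching, distances of 2.5 and 5 kb to the TSS, motif windows of 100 bp, control windows matched on GC content, peaks near a TSS alone, a cluster gap of 5 kb, and overlap in place of identical positions for Supplementary Data 1. Others were added after the data had been seen: peaks with 10 or more input tags left out, random lists also matched on promoter GC content in 5 bins, the nearest TSS only inside its window, the 209 genes of Supplementary Data 2 to 5 or named in the paper left out of lists and random draws, since the study selected them on these peaks, and motifs in peaks over 1 kb from a TSS, near a TSS with GC matching, or in gene windows.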

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

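The tests of where the AP-1 motif lies by tag count were chosen only after its share had been seen, and the test of its overlap with the other motifs was set before that overlap was computed. Matching on promoter GC content and the peaks over 1 kb from a TSS were also chosen after the data had been seen. The paper's text on Lmo2-bound DNA names Runx, Scl and Gata motifs, and the results here concern motifs and gene lists it does not discuss.

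AP-1, the dimer of Fos and Jun family proteins, was the motif with the largest odds ratio. Its core was present in 20.9% of Lmo2 peaks (95% exact interval 20.0 to 21.9%) and 3.71% of flanking windows (odds ratio 6.88, with a p from Fisher's exact test below the smallest number the test returned). Within 1 kb of a TSS 5.72% of peaks held it, and over the alternatives the odds ratio ranged from 1.98 to 8.57. Weak peaks alone did not carry this excess: over 1 kb from a TSS the motif was in 23.7% of the 1397 peaks with the highest tag counts (interval 21.5 to 26.0%), against 3.88% of flanking windows, and in 24.8% of the 1397 with the lowest (22.5 to 27.1%). Peaks over 1 kb from a TSS with the AP-1 motif held a Runx motif or Scl E-box slightly less often than those without it (73.5 against 76.3%, odds ratio 0.860, p = 0.0355 by Fisher's exact test), the direction that AP-1 peaks at other sites would give, but most of them held both kinds of motif. The difference lay mainly in Runx (43.5 against 49.6%), with the Scl E-box at 52.9 against 53.6%, and these were not tested separately. No biological explanation was tested, since the peak list holds 1 condition.

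Of 24 AP-1 and immediate early genes, 16 were Lmo2-bound, against a mean of 4.28 in random lists (range 1 to 8), among them Fosb, Fosl2, Junb, Jund, Atf3, Egr2, Klf4, Nr4a2 and Srf, which activates immediate early genes. The strongest of these peaks were moderate, with 15.1 tags at Srf, 14.8 at Fosb and at Klf4 and 13.5 at Nr4a2. With peaks of at least 15 tags 1 gene of this list was bound (range 0 to 3), and with focus ratios of at least 0.8 4 were (range 0 to 4), both within the range of random lists, and these are 1.15 and 3.35 times the random mean. Against random lists also matched on promoter GC content the mean rose to 6.45 (range 2 to 11), and the 16 genes were 2.48 times that mean in place of 3.74 times. Of 40 extracellular matrix genes, 30 were bound (random mean 11.4, range 6 to 17), but 15 of these 30 were selected on the same peaks for the paper's Supplementary Data 2 to 5, so part of the excess is built in. Without the genes of those tables and those the paper names, left out after the data had been seen, 15 of 25 were bound (range 3 to 12), 2.11 times the random mean in place of 2.64 times. The list includes collagens, fibronectin and their modifiers, with the strongest peaks in introns of Col4a1 (78.6 tags, 30.1-fold over input) and of Timp2, a protease inhibitor (37.2 tags), and upstream of Fbln1, where the peak of 31.1 tags had 9.5 input tags. Of 25 fibroblast genes, 17 were bound (random mean 6.22, range 2 to 11), including Fbn1 (21.8 tags), Pdgfrb, Col1a2 (16 tags) and Twist2 (15.7 tags), each with a peak in an intron. With peaks of at least 15 tags 4 fibroblast genes were bound, at the end of the range of 0 to 4 and 2.47 times the random mean, against 2.73 times with all peaks, and with focus ratios of at least 0.8 the list stayed above its range (3.88 times). Of the 17 bound fibroblast genes 6 were selected for those tables, and of the other 19 genes 11 were bound (range 1 to 8, 2.37 times the mean). In the AP-1 list 3 of the 16 were named by the paper or in those tables, and of the other 19 genes 13 were bound (range 0 to 7). Some genes, such as Col1a1 and Fbn1, belong to both of these lists.

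The full Ets motif was present in 0.583% of peaks and 0.160% of flanking windows (odds ratio 3.65, adjusted p = 1.01e-06 by Fisher's exact test), and the shorter Ets core in 44.8 and 43.5%. The Nrf1 motif was present in 0.175% of peaks and 0.0364% of flanking windows (odds ratio 4.81, adjusted p = 0.00396 by Fisher's exact test), which is 12 peaks. Both motifs were concentrated near TSSs, with 33 of the 40 Ets peaks and 10 of the 12 Nrf1 peaks within 1 kb. Over 1 kb from a TSS, which holds 5587 of the 6864 peaks, neither was enriched: the odds ratio of Ets was 0.823 (adjusted p = 0.912 by Fisher's exact test) and that of Nrf1 was 1. Against windows matched on GC content the odds ratios were 1.72 for Ets (adjusted p = 0.0589 by Fisher's exact test) and 1.48 for Nrf1 (adjusted p = 0.554 by Fisher's exact test). Ets also lost the threshold with at least 15 tags (2.00) and a focus ratio of at least 0.8 (1.33), and Nrf1 at 8-fold over input (3.34), in 100 bp windows (2.5) and near a TSS with GC matching (1.35).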

How the results depend on the processing

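Peaks with 10 or more input tags left out, peaks over 1 kb from a TSS, GC matching near a TSS, the nearest TSS inside its window, the genes the paper selected left out and the alternatives for the named genes were chosen only after the data had been seen. Of 602 alternative values for 81 results, 505 kept their direction and side of the threshold or stayed within their tolerance, 28 lost the threshold, 20 gained it, 46 moved and 3 crossed to the other side of 1, of which only Gata near a TSS passed the threshold there. The excess of peaks near a TSS and the clustering of peaks (8.01 to 21.7%), both against random positions, kept their direction under every alternative run. So did the depletion of chromosome X (ratio 0.122 to 0.260) and the enrichment of Runx (odds ratio 1.22 to 4.94) and AP-1 (1.98 to 8.57). Their size moved. The share within 1 kb of a TSS fell from 18.6% to as low as 6.24%, its ratio to random to as low as 1.94, and the share within 5 kb was 28.4%. Stricter peaks left fewer to count: 1527 with at least 15 tags, 4346 at least 8-fold over input and 2325 with a focus ratio of at least 0.8, and with them 1226, 3307 and 1773 bound genes. Bound genes were 1394 within 1 kb of a TSS and 3308 with the nearest TSS inside its window, since both take in fewer genes per peak. Lists above the random range fell from 9 to 4 with at least 15 tags and to 3 with a focus ratio of at least 0.8, and stayed 9 without the genes the paper selected, at lower ratios for most. With at least 15 tags these lists lost the threshold: AP-1 (1 bound), MAPK/ERK (6), Wnt (7), histone enzymes (9), ubiquitination (8) and fibroblast (4), while cell cycle (7) gained it. Among the losses, the ratio to the random mean fell for AP-1 to 1.15 from 3.74, and was 1.75 for MAPK/ERK (1.94 with all peaks), 2.01 for Wnt (2.00), 2.09 for histone enzymes (1.83), 1.94 for ubiquitination (1.72) and 2.47 for fibroblast (2.73), on fewer bound genes. With a focus ratio of at least 0.8 the lists that lost it were AP-1 (4), BMP and TGF-β (8), MAPK/ERK (7), Wnt (9), histone enzymes (10) and ubiquitination (9), at ratios of 3.35, 1.70, 1.39, 1.77, 1.57 and 1.50. Rho passed it at 8-fold over input (14), with the nearest TSS (18) and without matching (16), cell cycle with the nearest TSS (18), and p38 and JNK without matching (14). The odds ratio of Gata passed the threshold at 15 tags (1.47), at 8-fold (1.18), at a focus ratio of 0.8 (1.56), without high-input peaks (1.07), in 100 bp (1.46), with GC matching (1.63), over 1 kb from a TSS (1.31) and near a TSS with GC matching (1.40), and reversed to 0.255 near a TSS without it. Near a TSS the Scl E-box (0.989, and 1.21 with GC matching) and the composite site (1.17) did not pass the threshold, nor did the Ets motif over 1 kb from a TSS (0.823). Runx was weakest near a TSS. With peaks over 100 tags left out, the median tag count of intron minus intergenic peaks was -0.3 (adjusted p = 0.0532 by the permutation test). Named genes with a peak numbered 11 at 15 tags and 13 at a focus ratio of 0.8. Apart from fewer peaks or genes, the cause was not tested. No odds ratio could be computed for Nrf1 with at least 15 tags or a focus ratio of at least 0.8, nor for the composite site near a TSS with GC matching, where a count was 0. No paired analysis was possible because the peak list comes from 1 Lmo2 library. The depth of that library, with a threshold of 13 unscaled tags, limits which weak sites were called.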

Differences from the paper's values

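Peaks over 1 kb from a TSS, peaks with 10 or more input tags left out, GC matching near a TSS and the nearest TSS inside its window were chosen only after the values had been seen. The paper's Supplementary Table 1 places the Lmo2 peak of Hhex at -379 bp from the TSS, the paper's value. Here the best match to that distance, over all annotated transcript starts of Hhex, was -2277 bp. The peak lies 1575 bp downstream of the start of the gene model, which is also the annotated transcript start nearest to it. No alternative set before the data were examined measures this distance in another way, so none closes the difference. The table's other 25 distances lay within 500 bp of a peak.

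The number of Lmo2-bound genes was 4966, against about 3500 in Fig. 6a, read by eye, a difference of less than 1.5 times. The paper's methods give the window of 35 kb that was used here. The count was 3501 with a window of 10 kb, 3307 with peaks at least 8-fold over input, 4431 with the gene of the nearest TSS, and 3308 with the nearest TSS inside its window. Of the alternatives set before the data were examined, at least 15 tags (1226), a focus ratio of at least 0.8 (1773) and 1 kb either side of the TSS (1394) lay over 1.5 times from the paper's number, and the others did not.

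The paper names Gata motifs among those enriched in Lmo2-bound DNA, together with Runx and Scl motifs, and heads the panel of Fig. 5d as proximal. Runx and the Scl E-box were enriched here in all peaks, with odds ratios of 3.89 and 3.08, and Gata was not (1.06, adjusted p = 0.0664 by Fisher's exact test). Of the settings fixed before the data were examined, Gata was enriched with at least 15 tags (1.47), at least 8-fold over input (1.18), a focus ratio of at least 0.8 (1.56), 100 bp windows (1.46) and controls matched on GC content (1.63). Of those added after the values had been seen, it was enriched without high-input peaks (1.07, which drops 26 peaks), over 1 kb from a TSS (1.31, which drops 1277 peaks) and near a TSS with GC matching (1.40, which keeps 1277 peaks), but not in the peaks of gene windows (0.990). Near a TSS against flanking windows it was depleted (0.255), and the Scl E-box was not enriched (0.989). The paper's text does not define proximal, and motif discovery, as in the figure, was not repeated.

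Supplementary Fig. 6e shows Lmo2 at Zdhhc22, where no peak lay in the window. The figure's other loci, Pgk1, Paqr7 and Zfp105, each had a peak. The paper's Supplementary Table 1 lists Egr1, Csf2ra, Fos, Tgfbr2 and Vegfa as bound, and each had a peak within 500 bp of the stated distance that lies outside the window from 35 kb upstream to the gene's end. Of the genes the paper lists as bound in Supplementary Data 2 to 5, 78 of 82, 28 of 29, 59 of 61 and 39 of 40 had a peak in the window. With each peak given to the gene of its nearest TSS the counts were 80, 28, 57 and 38.

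The paper states that Lmo2-bound genes are enriched for the cell cycle and lists Notch and Rho among the pathways bound. Here 18 of 54 cell cycle genes, 12 of 35 Notch genes and 16 of 37 Rho genes were bound, each within the range of matched random lists. The cell cycle count was at the upper end of its range (6 to 18), 1.54 times the random mean. Cell cycle lay above its range with at least 15 tags (7 genes) and with the nearest TSS (18), and Rho at 8-fold over input (14), with the nearest TSS (18) and with unmatched random lists (16). The lists used here are not the gene sets of the paper's enrichment, whose background and thresholds also differ from those of random lists.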

Other observations

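The tests on high-input peaks and on the copies of chromosome X, and the choice of peaks with few input tags, were made only after the results had been seen. Lmo2 peaks lay in the windows of 3 of the 4 genes that encode the reprogramming factors. Tal1, which encodes Scl, had 1 peak of 17.6 tags in an intron 0.242 kb from its start, and Runx1 had 4 peaks, the strongest of 13.2 tags in an intron. Hoxb4 had 1 peak of 9.31 tags in an exon. No peak lay in the window of the mouse Lmo2 gene, and the nearest was 272 kb upstream, within Abtb2. At the α-globin gene Hba-a1 a peak of 29.8 tags (45.6-fold over input) lay 18.2 kb upstream inside Nprl3, and at Spi1 (Sfpi1 in the mm9 models), which encodes the myeloid regulator PU.1, a peak of 14.1 tags lay 12.1 kb upstream. Strong peaks with fewer than 10 input tags lay in introns of the transcription factor genes Tead1 (122.9 tags, 125-fold over input), Zfp521 (99.8 tags) and Atoh8 (92.4 tags).

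Markers of blood lineages were bound within the range of random lists. This held for 5 of 24 erythroid genes (range 2 to 10), 5 of 25 megakaryocyte genes (2 to 10), 8 of 27 myeloid genes (2 to 10), 4 of 25 lymphoid genes (2 to 10) and 8 of 25 endothelial genes (3 to 11). Among them were Epb4.1 (28.2 tags), a red cell membrane protein gene, Mcpt8 (22.1 tags), a basophil protease gene, Cd4 (18 tags, in the gene Ptms), Itgb3 (14.4 tags), a platelet integrin gene, and Eng (26.6 tags), an endothelial TGF-β coreceptor gene. Of other tissues, 3 of 20 adipocyte genes (range 1 to 9), 6 of 25 neuron genes (4 to 12), 3 of 24 hepatocyte genes (1 to 9), 3 of 25 keratinocyte genes (2 to 10) and 1 of 23 olfactory receptor genes (0 to 6) were bound. With peaks at least 8-fold over input no keratinocyte gene was bound, below its range, which began at 1, and against unmatched lists the olfactory count lay below a range of 2 to 9. Peaks also gathered: 21.7% lay within 12500 bp of another, against 6.94% of random positions, and 7 runs of 5 or more peaks were found, such as 6 peaks between Sla and Wisp1 and 6 near Amotl2.

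Chromosome X had 57 peaks, 0.342 per Mb against 2.75 per Mb on the autosomes (range over autosomes 2.21 to 3.72, p = 1.42e-119 by a two-sided exact binomial test), and 45 of its 938 genes (4.80%) were bound against 22.9% on the autosomes. A lower number of genes on X did not account for this, since the ratio of peaks per gene between X and the autosomes was 0.192 (95% interval 0.145 to 0.249). A lower copy number of X was tested by thinning the unscaled tags of autosomal peaks to 50%. This setting takes X to have 50% of the autosomal copies in every cell, and the paper's text does not state the sex of the embryos. The thinning left 0.570 peaks per Mb (0.551 to 0.602 over 100 draws), above the upper bound of 0.443 for X. A lower copy number cannot be told apart from other causes, because at doubled thresholds the gap was smaller. The autosomes had 0.457 peaks per Mb at 26 unscaled tags against 0.342 on X at 13 unscaled tags. At 40 unscaled tags they had 0.135, against 0.126 on X at 20. No biological explanation was tested.

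The highest tag counts lay at peaks with many input tags. Of the 10 strongest peaks not annotated as repeats or rRNA in the available part of the paper's Supplementary Data 1, which covers only those at Gtpbp4 and Tead1, 9 had 10 or more input tags, nearest to Axin2, Rpp21, Zc3h7a, Cdk8, Pxmp3, Gtpbp4, Gm9797, Neto1 and Taco1, and the exception was Tead1. In all, 26 peaks had 10 or more input tags, with a median fold over input of 5.03, and since they were selected by their input tags, this value does not test whether Lmo2 also bound strongly there. Reads from sequence with more copies in the cells than in the assembly were considered as a source. Of these peaks 69.2% had a similar sequence elsewhere in mm9, against 18% of 200 other peaks (odds ratio 10.2, p = 1.92e-07 by Fisher's exact test). The search finds copies present in mm9 and not copies missing from it. It therefore shows that these peaks more often lie in repeated sequence, and cannot decide whether such reads contribute. Of the 10 high-input peaks that appear in that part of the table, 5 are annotated as rRNA.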
